# The ribosomal P-stalk couples amino acid starvation to GCN2 activation in mammalian cells

**DOI:** 10.7554/eLife.50149

**Published:** 2019-11-21

**Authors:** Heather P Harding, Adriana Ordonez, Felicity Allen, Leopold Parts, Alison J Inglis, Roger L Williams, David Ron

**Keywords:** integrated stress response, ribosome stalling, P-stalk, CHO, GCN2, ul10, p1, p2, Other

## Abstract

The eukaryotic translation initiation factor 2α (eIF2α) kinase GCN2 is activated by amino acid starvation to elicit a rectifying physiological program known as the Integrated Stress Response (ISR). A role for uncharged tRNAs as activating ligands of yeast GCN2 is supported experimentally. However, mouse GCN2 activation has recently been observed in circumstances associated with ribosome stalling with no global increase in uncharged tRNAs. We report on a mammalian CHO cell-based CRISPR-Cas9 mutagenesis screen for genes that contribute to ISR activation by amino acid starvation. Disruption of genes encoding components of the ribosome P-stalk, uL10 and P1, selectively attenuated GCN2-mediated ISR activation by amino acid starvation or interference with tRNA charging without affecting the endoplasmic reticulum unfolded protein stress-induced ISR, mediated by the related eIF2α kinase PERK. Wildtype ribosomes isolated from CHO cells, but not those with P-stalk lesions, stimulated GCN2-dependent eIF2α phosphorylation in vitro. These observations support a model whereby lack of a cognate charged tRNA exposes a latent capacity of the ribosome P-stalk to activate GCN2 in cells and help explain the emerging link between ribosome stalling and ISR activation.

## eLife digest

Often thought of as “workhorse” molecules, proteins take part in almost every structure and activity in a living cell. They are constructed from smaller building blocks called amino acids by molecular machines called ribosomes. Each cell needs a constant supply of amino acids to make new proteins. If cells are running low on amino acids, they can change their internal biochemistry to use amino acids more economically. GCN2 is one protein that helps activate these biochemical changes, but it was unclear how a shortage of amino acids could activate GCN2.

Earlier in 2019, researchers reported that, in a test tube at least, isolated ribosomes could themselves activate GCN2. They also identified a part of the ribosome called the P-stalk as playing an important role in the interaction. Now, Harding et al. – who include some of the researchers involved in the earlier study – explore the activation of GCN2 further, but this time based on experiments with mammalian cells.

First, a genetic screen was conducted to identify genes that if mutated specifically prevented the activation of GCN2 in cells that were starved of amino acids. This screen identified a few genes, several of which are involved in creating the P-stalk of the ribosome. By isolating the mutant ribosomes from these cells and studying them in the laboratory, Harding et al. then showed that these ribosomes are unable to activate GCN2.

These findings confirm that the P-stalk of the ribosome plays an essential role in activating GCN2 in response to a shortage of amino acids. They shed light on a fundamental biological system, and further work will undoubtedly seek to uncover the details of the process by which GCN2 is activated.

## Introduction

Phosphorylation of translation initiation factor 2 on serine 51 of its alpha subunit (eIF2α) is a potent mechanism for translational regulation in eukaryotes. Phosphorylated eIF2 impedes the guanine nucleotide exchange activity of eIF2B thereby limiting the pool of active GTP-bound eIF2. The consequences to rates of translation initiation are mRNA-specific. By way of this direct effect on protein synthesis and its indirect consequences to the abundance of downstream effector proteins, levels of eIF2α phosphorylation modulate gene expression translationally and transcriptionally (Hinnebusch, 2014).

In animals four different kinases couple unrelated stress signals to eIF2α phosphorylation (eIF2α^P^). eIF2α^P^ effectively integrates these into a stereotypical downstream response referred to as the Integrated Stress Response (ISR) (Harding et al., 2003). The ISR modulates biological processes ranging from the cell autonomous endoplasmic reticulum unfolded protein response to organismal immunity, memory and cognition (Pakos-Zebrucka et al., 2016; Wek, 2018). The four eIF2a kinases, GCN2, PERK, PKR and HRI, share a similar kinase effector domain, but diverge in the molecular mechanisms and nature of the upstream signals that regulate their kinase activities.

General Control Non-depressible 2 (GCN2) is the oldest eIF2α kinase, conserved in all known eukaryotes. It was discovered as the product of a gene required for yeast adaptation to starvation for any amino acid, as in its absence yeast were unable to mount a rectifying transcriptional General Control response (the yeast counterpart to animal cell ISR) (Hinnebusch and Fink, 1983). This amino acid starvation-induced, GCN2-dependent unicellular gene expression program has as its targets genes encoding transporters and biosynthetic enzymes that function to restore amino acid sufficiency, as well as tRNA synthetases that promote amino acid utilization as building blocks of proteins (Hinnebusch, 2005). These physiological features, in conjunction with the domain organization of the GCN2 protein (including an eIF2α kinase module and a module highly related to histidyl-tRNA synthetases, HisRS-like), suggested that uncharged tRNAs may serve as activating ligands of GCN2 as part of a feed-back mechanism that defends cellular pools of charged tRNAs (Wek et al., 1989; Wek et al., 1990). This model was supported by the observations that mutations in the HisRS-like module that interfere with uncharged tRNA-binding in vitro abolished GCN2 activity in yeast (Wek et al., 1995; Zhu et al., 1996) and by evidence that tRNA binding to the HisRS-like portion of GCN2 relieves an intramolecular repressive signal arising from its interaction with the kinase domain (Dong et al., 2000).

Parallel lines of enquiry indicate that GCN2 activity also relies on direct (Ramirez et al., 1991; Zhu and Wek, 1998) and indirect (Marton et al., 1997) interactions with ribosomes or ribosome-associated proteins (Jiménez-Díaz et al., 2013; Inglis et al., 2019). These latter observations suggest that GCN2 activation may not arise solely by binary interaction between GCN2 and uncharged tRNAs as activating ligands. Additionally, a recent genetic observation made in mice brought into question the singular role of excess uncharged tRNAs as GCN2 activating ligands and instead suggested that in some circumstances the interaction between GCN2 and ribosomes might take center stage. A strain of mice (C57BL/6J) that lacks an abundant neuron-specific isoacceptor arginyl-tRNA was noted to have higher levels of GCN2-dependent ISR activity in brain tissues compared with a reference strain that expressed normal levels of the neuron-specific arginyl-tRNA. ISR activity in arginyl-tRNA depleted C57BL/6J brain was not associated with globally elevated uncharged tRNAs, but was increased by a second mutation that compromises the cells ability to re-cycle stalled ribosomes (Ishimura et al., 2016). Together, these observations suggest a mechanism for activating mammalian GCN2 that emanates from a (stalled) ribosome-generated signal that arises when pools of charged tRNAs are limiting. Whilst a role for localized pools of uncharged tRNAs remains possible, the findings of Ishimura (et al. 2016) suggest that GCN2 activation may proceed independently of globally elevated levels of uncharged tRNAs.

Following up on these hints for the existence of additional aspects of mammalian GCN2 activation, we took advantage of recent developments in CRISPR-Cas9 technology to search for mammalian genes whose compromise also enfeebles GCN2 activation. Our findings, pointing to a role for the ribosomal P-stalk in coupling an amino acid starvation-induced change in the ribosome to GCN2 activation, are described below.

## Results

### A genetic screen implicates the ribosomal P-stalk in ISR induction selectively by histidinol or amino acid deprivation

As a first step towards identifying genes implicated in GCN2-mediated ISR induction we confirmed the suitability of two reporter cell lines. In both HeLa and CHO cells inactivation of the GCN2-encoding *Eif2ak4* gene selectively abolished responsiveness of the ISR regulated CHOP::GFP reporter to the histidinyl-tRNA synthetase inhibitor, histidinol. In both cell lines, the CHOP::GFP reporter remained responsive to the glycosylation inhibitor tunicamycin, a toxin that activates the ISR orthogonally, through an ER stress inducible eIF2α kinase, PERK (Figure 1A and B). (Harding et al., 1999; Harding et al., 2000). Furthermore, GCN2 ablation did not affect the tunicamycin-responsive XBP1::mCherry reporter present in the CHO cells. The reporter cell lines were thus deemed suitable tools to search for additional components that may contribute to GCN2-dependent ISR activation.

**Figure 1.**
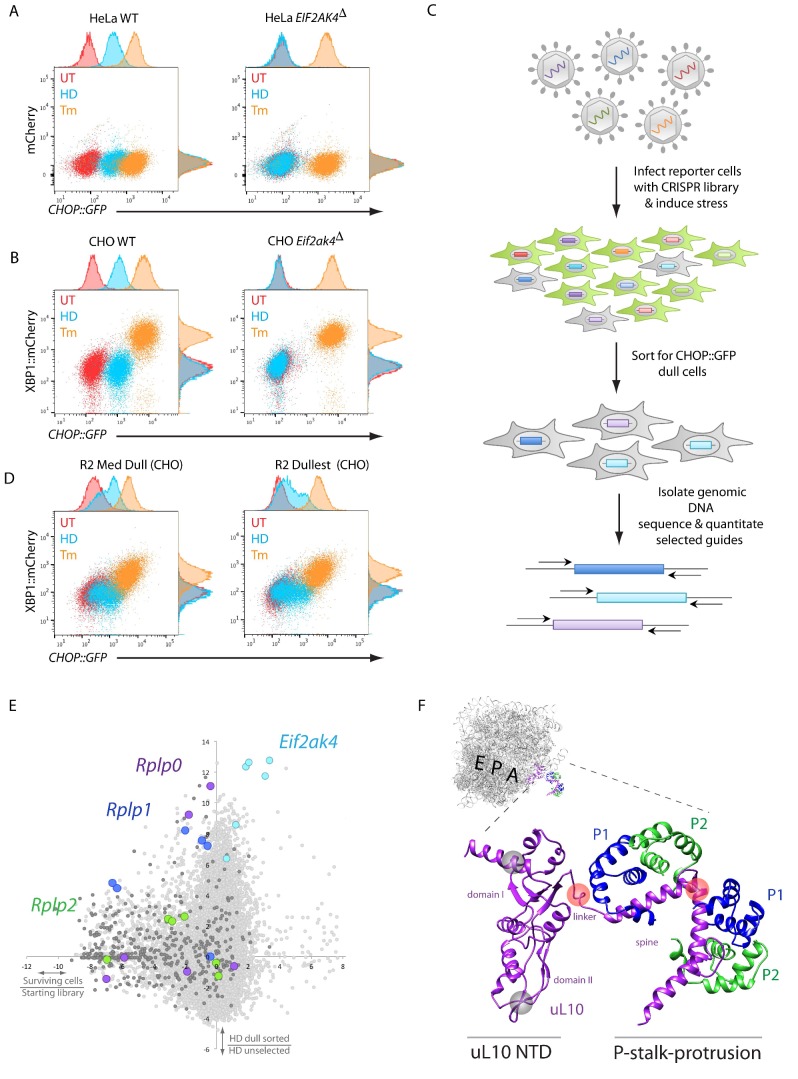
A CRISPR-Cas9-based genome-wide screen implicates the ribosomal P-stalk in ISR induction. (**A**) Overlay plot of the fluorescence signal from wildtype (WT) or GCN2-ablated *Eif2ak4*^∆^ mutant HeLa cells with an ISR sensitive CHOP::GFP reporter (horizontal axis Ex: 488 nm/ Em530 ± 30 nm) and a constitutive mCherry reporter (vertical axis Ex 561/Em 610 ± 20 nm). The cells were untreated (UT, red), treated with histidinol (2 mM HeLa, 0.5 mM CHO, HD, blue) or tunicamycin (2 μg/ml, Tm, orange). Histograms of the signal in each channel are displayed on the axes. (**B**) Flow cytometry plot as in ‘A’ but from wildtype or GCN2-ablated CHO cells with the CHOP::GFP reporter (horizontal axis) and an ER-stress sensitive XBP1::mCherry reporter (vertical axis). Color-coding as in A. (**C**) Schema used to enrich for cells with CRISPR-Cas9 induced genetic lesions that impair ISR activation (CHOP::GFP dull cells) and for identification of the guide RNA sequences they harbor. (**D**) Flow cytometry plot as in B but from pools of CRISPR-Cas9 mutagenized CHO cells following two rounds of FACS-based enrichment for histidinol-treated CHOP::GFP dull cells. ‘R2 Med Dull’ and ‘R2 Dullest’ refers to pools selected for medium or strong impairment of CHOP::GFP induction. (**E**) Plot of the mean log_2_ fold enrichment or depletion of guides. The vertical axis compares the histidinol-treated CHOP::GFP dull population to an unselected population of histidinol-treated CHO cells. The horizontal axis reports on the enrichment or depletion of guides from unselected cells compared to their abundance in the original library. Guides targeting *Eif2ak4*, *Rplp0*, *Rplp*1 and *Rplp*2 are color coded. All other ribosomal proteins are in dark grey. Note that only *Rplp0* guides that were not depleted from the unselected pool of transduced cells were enriched in the CHOP::GFP dull population. (**F**) Cartoon of the structure of the human ribosome with the position of the E, P, and A, sites highlighted and the P-stalk (based on PDB 4v6x) in close up. The ribosome associated N-terminal domain (NTD) of uL10 and the P-stalk protrusion are indicated. The unstructured acidic C-termini of uL10, P1, and P2, unresolved in PDB 4v6x, are not shown. The approximate positions on the protein corresponding to the site targeted by the *Rplp0* guides enriched in the CHOP::GFP dull cells or depleted from the unselected pool of transduced cells are indicated by the red and grey translucent spheres, respectively.

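In the unsorted histidinol-treated cells of round 2 (n = 2), 2156 of 19506 guides were at or below a log2 ratio of -2 to the starting library, a bound set after the values were seen. Rplp1 g3 had a log2 ratio of -2.22 and Rplp1 g6 of -0.68. In freshly infected cells (n = 1) Rplp1 g3 stood at -1.23 and Rplp1 g6 at 0.11. Eif2ak4 g6 had a log2 ratio of 3.15 in the unsorted cells of round 2, higher than 99.4% of the guides, and of 0.35 in the freshly infected cells. In the unsorted cells of round 2 its ratio was -0.20 once a floor common to guides that are low in the sorted libraries had been subtracted. The starting library is 1 library, so the ratios carry no error for it. The number of guides at or below the bound was 1382 in the unsorted histidinol-treated cells of round 1 and 719 in the freshly infected cells.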

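The matched Rplp0 guides differed in how far they were depleted from unsorted cells and in their levels in the dull cells. Rplp0 g6 had a log2 ratio of -1.03 to the starting library in the unsorted cells of round 2 (n = 2), with -0.88 in library A and -1.19 in library B. Rplp0 g2 had a ratio of -3.65, with -3.49 in A and -3.82 in B. Rplp0 5R g3 had a ratio of -3.59, with 267.9 normalized reads in the starting library, 44.5 in the freshly infected cells and 21.5 ± 3.6 (SD) in the unsorted cells of round 2. Rplp0 5R g3 was at 0 in all 4 dullest and medium-dull libraries and fell under the minimum of the test of these 4. In tests of each gate alone by limma, it was lower than in unsorted cells in the medium-dull gate (adjusted p = 0.0254), as were 6897 of 18121 guides, and with both sorted values at 0 its log2 fold change of -3.20, against a median of -1.94 over the guides tested there, depends on the pseudocount. By limma it did not pass in the dull (0.502) or the dullest gate (0.210). Its sequence is GGAGCTGGTAGCATACCTCT. In untreated unsorted cells of round 1 (n = 2), the ratio was -1.60 for Rplp0 g2, -0.37 for Rplp0 g6 and -6.67 for Rplp0 5R g3. Rplp0 5R g3 had 0 and 3.26 normalized reads in these libraries A and B, so its ratio there depends on the pseudocount. With the floor of low guides subtracted, the ratio in the unsorted cells of round 2 was -2.10 for Rplp0 g6, -3.87 for Rplp0 g2 and -3.57 for Rplp0 5R g3. These ratios have no test.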

**Figure 1—figure supplement 1.**
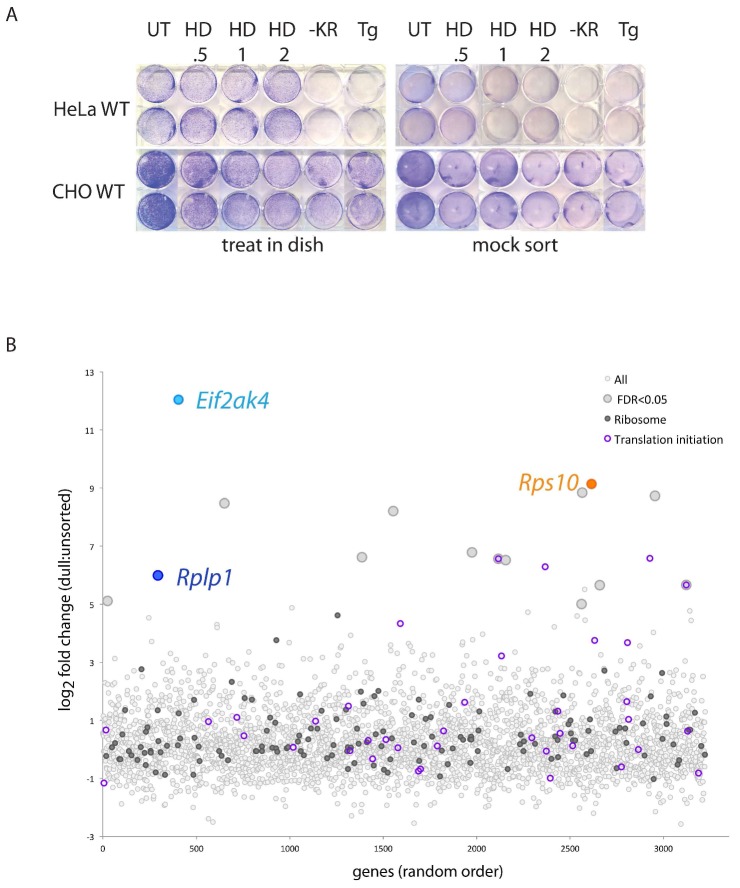
Poor clonogenic potential of stressed HeLa compared with CHO cells. (**A**) Photograph of crystal violet stained plates of cultured and CHO cells following exposure to the indicated concentration of histidinol (in mM, for 20 hr), starvation of lysine and arginine (-KR, 20 hr) or treatment with thapsigargin (500 nM, 20 hr). The cells to the left were allowed to recover in the original dish following treatment (‘treat in dish’), whereas those to the right were released in PBS 4 mM EDTA, washed in PBS-0.1% BSA, stored on ice for 1 hr in the same buffer and re-plated (‘mock sort’) to mimic the conditions encountered in a screen with FACS-based enrichment step (**B**) Plot of the mean log_2_ fold change from for each of the 3222 genes in the CHO mini library in selected dull histidinol treated cells compared to histidinol treated un-sorted cells. For 3210 genes n = 6 guides/gene, and for 12 genes n = 1 to 5 guides/gene. Color-coding of circular symbols indicates genes of the following categories: most (open light grey), false discovery rate (FDR) < 0.05 (large, filled light gray), ribosomal (filled dark grey), translation initiation factors (open purple), *eIF2ak4* (light blue), *Rps10* (orange), and *Rplp1* (dark blue).

The HeLa reporter cells were targeted with pooled lentivirus expressing guide RNAs targeting the entire human genome (Sanjana et al., 2014), treated with medium lacking lysine and arginine (-KR), and enriched for CHOP::GFP dull cells (that mimic the GCN2-ablation phenotype) using fluorescence-activated cell sorting (FACS) (Figure 1C). After two rounds of sorting, sequencing of the guides confirmed that those targeting the GCN2 encoding *Eif2ak4* were amongst the most highly enriched in the dull cells. Ontology cluster analysis also revealed enrichment for guides targeting the mRNA cap binding complex, other translation initiation factors, and ribosomal proteins, consistent with similar studies previously carried out in yeast (Hinnebusch, 2005).

Despite the enrichment for guides targeting genes plausibly implicated in amino acid starvation-mediated ISR activation, many of the HeLa cells selected for CHOP::GFP dullness had also lost the ability to respond to tunicamycin (not shown). Furthermore, it became evident that the clonogenic potential of stressed HeLa cells was poor, compared with CHO cells (Figure 1—figure supplement 1A). These features were deemed to compromise the prospect of enrichment for guides targeting genes of interest by further cycles of selection in HeLa cells. To circumvent this problem, we drew on the sequence information derived from the targeted HeLa cells to create a CHO-based CRISPR library focused on those genes enriched in the dull HeLa cells and expanded to other members of their gene families. The resulting 19,305-guide library targeting 3,222 CHO genes (~6 guides per gene) was used to mutagenize CHO cells. 

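Guide abundance was measured in 16 sequencing libraries, of which 1 was the starting plasmid library, 1 came from freshly infected CHO cells and the other 14 were 7 pairs from the duplicate pools A and B. In round 1 the pairs were untreated unsorted cells, histidinol-treated unsorted cells and histidinol-treated CHOP::GFP dull cells. In round 2 they were histidinol-treated unsorted cells and the dullest, dull and medium-dull sorted cells. Histidinol was given at 0.5 mM for 20 hr. The authors amplified the integrated guides by PCR, sequenced them and counted reads per guide with MAGeCK. The values in the files are a signal, reads divided by a size factor for each library, so that every library sums to between 10599403 and 10678860, and whole reads were recovered from them within a tolerance of 0.006. Recovered reads were 1901818 for the starting library, 1667805 for the freshly infected cells and 8356880 to 16553262 for the other libraries, with a median of 10269646.5 over all 16. Each library lists 19506 guides by identifier and none is paired with a gene. Guides were therefore named only where their 20 bases were identical to a guide oligonucleotide of Supplementary file 1, which held for 6 of the 9 oligonucleotides compared. They are Eif2ak4 g6, Rplp0 g2, Rplp0 g6, Rplp0 5R g3, Rplp1 g3 and Rplp1 g6. The dullest and medium-dull libraries of round 2 (n = 4) were compared with the unsorted libraries of round 2 (n = 2) by limma on log2 values scaled by TMM, with a pseudocount of 1, for the 17872 guides with a mean value of at least 10. The robust edgeR test of the design, planned for counts, was run on the recovered reads as an alternative, since the files turned out to hold a scaled signal. The descriptions call both dull and both dullest libraries of round 2 replicate B, so their pools were taken from the titles; across guides the dullest library A had r = 0.809 with the medium-dull library A and 0.584 with B, and the dull library A had 0.754 and 0.560. The unsorted libraries A and B of round 2 correlated more closely with each other (r = 0.966 across guides, which are not independent replicates) than did the dullest libraries A and B (r = 0.619).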

Flow cytometry-based sorting enriched for cells that were selectively compromised in CHOP::GFP expression in response to histidinol but retained significant responsiveness to tunicamycin (Figure 1D).

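Eif2ak4 g6, the matched guide to the gene encoding GCN2, had 130581.5 ± 128298.5 normalized reads (SD, n = 4) in the dullest and medium-dull cells and 2100.8 ± 44.8 (SD, n = 2) in the unsorted histidinol-treated cells. It was higher in 4 of 4 sorted libraries, with a log2 fold change of 8.32 (standard error 2.18, adjusted p = 0.0111 from limma) and a rank of 3 among the tested guides. The 4 sorted libraries are both gates of the same pools A and B, so they are not 4 independent replicates. This test had no term for the pool. The SD of Eif2ak4 g6 includes the difference between gates, with means of 21120.0 in the medium-dull and 240043.0 in the dullest cells. With the gates of a pool summed, its adjusted p was 0.0473 from limma. Over the tested guides, 115 were enriched and 6377 were depleted at an adjusted p under 0.05 by limma. After scaling by TMM, all 115 were higher in each of the 4 sorted libraries. They were picked by the test on these libraries, so this is not separate evidence for the calls. The median log2 fold change of all tested guides was -1.83 with this scaling, and Eif2ak4 g6 lay 10.15 above it. The files do not pair the other guides with genes, so initiation factors and ribosomal proteins could not be counted. Among the unnamed guides, CHOB004720 had a log2 fold change of 6.75 and CHOB014050 of 7.46, while CHOB002056 stood at -5.30. CHOB004720 had only 2.84 and 1.00 normalized reads in the unsorted libraries A and B. CHOB002056 was at 0 in all 4 sorted libraries, so the fold changes of these guides depend on the pseudocount. In the unsorted cells Eif2ak4 g6 had 0.173 to 0.213% of its sum over the 14 paired libraries, and guides that were low in the sorted libraries had a median of 0.159% of theirs. Eif2ak4 g6 was higher in all 27 alternative settings but was not past the threshold in 8 of them (adjusted p from 6.23e-10 to 0.270), among them robust edgeR (0.0596, against 0.00773, past the threshold, when not robust) and limma with DESeq2 size factors (the highest), with the dull gate in place of medium-dull (0.0849), without the medium-dull library A (0.167) or without the unsorted library A (0.111) or B (0.109). The enriched and depleted counts were 0 and 0 by limma with DESeq2 size factors (1011 and 1618 at an unadjusted p under 0.05), 26 and 10614 with scaling to the total, and 0 and 0 without the medium-dull library A (609 and 3854 unadjusted), without the unsorted library A (57 and 4890) or without the unsorted library B (62 and 4870), and the enriched count was 207 without the dullest library A, 224 without the dullest library B, 188 by robust edgeR, 219 by edgeR when not robust, 3450 by the DESeq2 Wald test and 374 with the pool as a block.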

Sequencing of the integrated guides from genomic DNA isolated from the CHOP::GFP dull CHO cells confirmed enrichment of guides targeting *Eif2ak4* and a subset of genes encoding translation initiation factors and ribosomal proteins. Among the latter was *Rps10* (encoding eS10), previously implicated in GCN2 responsiveness to amino acid starvation in yeast (Lee et al., 2015) (Figure 1—figure supplement 1B). 

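Of the 5 matched guides to Rplp0 and Rplp1, 4 had a higher mean in the dullest and medium-dull cells (n = 4) than in the unsorted cells (n = 2), and 2 of these 4 passed the test. Rplp0 5R g3 had no reads in these sorted cells. Rplp0 g6, a guide to the gene of uL10, had 5403.8 ± 5277.8 normalized reads (SD) in the sorted cells and 123.3 ± 18.7 in the unsorted cells, a log2 fold change of 8.10 (standard error 2.06, adjusted p = 0.0104 from limma). Rplp1 g3, a guide to the gene of P1, had 2591.1 ± 1933.4 against 297.7 ± 6.6, a log2 fold change of 6.02 (standard error 1.95, adjusted p = 0.0248 from limma). Rplp1 g6 had 5593.0 ± 6786.7 against 785.2 ± 111.8, with a log2 fold change of 5.18 that missed the threshold (standard error 2.05, adjusted p = 0.0577 from limma). Rplp0 g2 had 399.2 ± 579.9 against 40.8 ± 6.7, with a log2 fold change of 4.00 that missed it as well (standard error 2.22, adjusted p = 0.199 from limma). Each of Rplp0 g6, Rplp1 g3 and Rplp1 g6 was higher in 4 of 4 sorted libraries, and Rplp0 g2 in 3 of 4 after scaling by TMM but in 2 of 4 as deposited. No matched oligonucleotide targets Rplp2. The calls moved with the setting: robust edgeR gave adjusted p values of 0.0346 for Rplp0 g6, 0.0967 for Rplp1 g3 and 0.0499 for Rplp0 g2 (0.0289, 0.102 and 0.0614 when not robust, the last no longer past the threshold), limma with DESeq2 size factors gave 0.270 for Rplp0 g6 and 0.336 for Rplp1 g3, the dull gate in place of medium-dull gave 0.0849 for each, the dullest gate alone gave 0.187 for each, total scaling gave a log2 fold change of 2.78 for Rplp1 g3 (0.144) and of 4.89 for Rplp0 g6 (0.0288), and limma with the pool as a block gave 0.0129 for Rplp0 g2 and 0.0167 for Rplp1 g6. With limma, leaving out the medium-dull library A ended the calls of Rplp0 g6 and Rplp1 g3 (adjusted p = 0.167 for each), leaving out the unsorted library A gave 0.117 and 0.257, leaving out the unsorted library B gave 0.129 and 0.263, and Rplp1 g6 passed without the dullest library A (0.0355). With the gates of a pool summed, limma gave adjusted p values of 0.0473 for Rplp0 g6, Rplp0 g2 and Rplp1 g6 and 0.0477 for Rplp1 g3. The pool block assumes paired libraries. Across guides, the difference between the unsorted libraries A and B did not follow that of the medium-dull (r = 0.001) or the dullest libraries (r = 0.003).

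**Figure D1:**
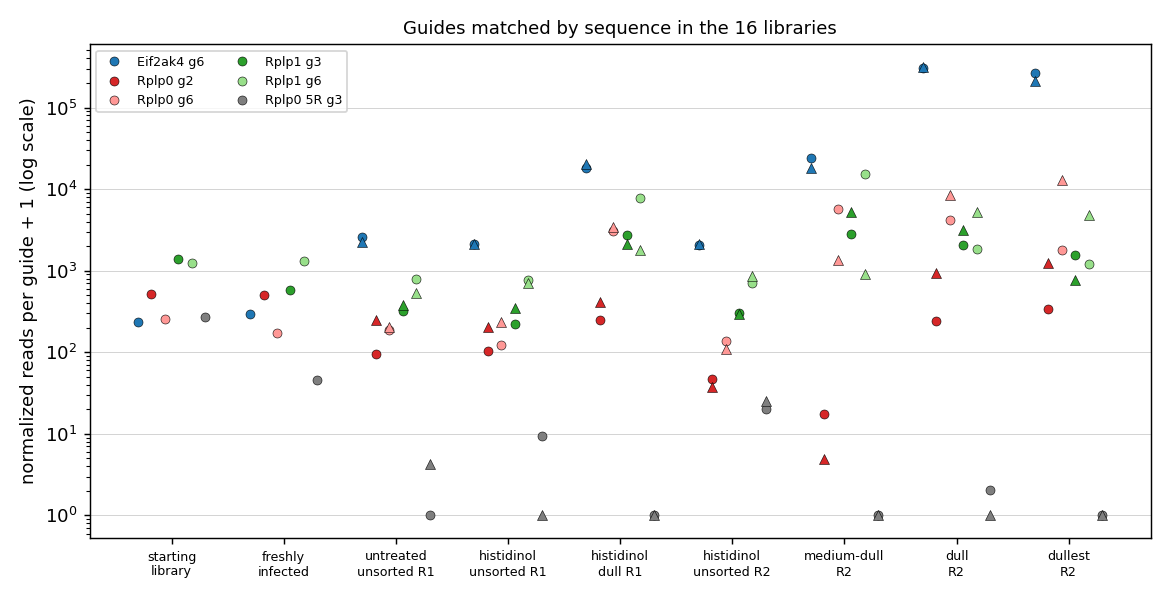
Normalized reads plus 1 on a log axis for the 6 matched guides in each of the 16 libraries, grouped by condition on the horizontal axis; circles are pool A or the only library of a condition, and triangles are pool B. Rplp0 g6 lies between 110.0 and 136.5 in the unsorted round 2 libraries and between 1357.6 and 12761.4 in the dullest and medium-dull libraries.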

Guides targeting two other ribosomal genes were also conspicuously enriched in the dull CHO cells: *Rplp0* and *Rplp1*, encoding uL10 and P1, both components of the acidic ribosomal P-stalk, a heteropentameric structure that also includes P2 (guides directed to the P2-encoding *Rplp2* gene were also modestly enriched in the dull population) (Figure 1E).

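The sequences of the matched Rplp0 guides are those of the library oligonucleotides. Rplp0 g6 is CAATGGTTACAAGCGGGTCC, and a reading frame of this strand spells NGYKRV. Its log2 difference from the unsorted cells was 6.86 and 11.08 in the dullest libraries A and B and 7.67 and 6.78 in the medium-dull libraries A and B. Rplp0 g2 is CTGTGATGTCAAGCACTTCT, and a reading frame of its reverse complement, AGAAGTGCTTGACATCACAG, spells EVLDIT. Its log2 difference was 5.95 and 9.21 in the dullest libraries A and B, 0.83 in the medium-dull library A and -0.01 in the medium-dull library B. The log2 differences of both guides are of values scaled by TMM. As deposited, Rplp0 g2 had 16.64 and 3.91 normalized reads in the medium-dull libraries A and B, below the unsorted mean of 40.75. It had 338.73 and 1237.43 in the dullest libraries A and B, above that mean. Rplp0 g6 was above its unsorted values in 4 of 4 sorted libraries as deposited. Positions in the Rplp0 coding sequence were not assigned, because the genome assembly used to design the guides was not used here.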

The enriched *Rplp0* guides caught our interest, because they mapped to the region encoding the C-terminus of uL10, which constitutes the helical spine of the P-stalk protrusion from the ribosome surface and the linker connecting it to the ribosome core. Guides targeting the ribosome-embedded N-terminal portion of uL10 were strongly depleted from all pools of CHO cells (regardless of their ISR status) consistent with a role for this portion of the protein in cell fitness (Figure 1E and F). These findings hinted at a possible role for the P-stalk in ISR activation in response to histidinol. 

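The matched Rplp0 and Rplp1 guides differed in how far they varied between the pools within a gate of round 2 (n = 2 for each gate). Rplp1 g6 had 15404.86 and 897.24 normalized reads in the medium-dull libraries A and B. Rplp1 g3 had 2053.93 and 3130.34 in the dull libraries A and B. Rplp0 5R g3 was at 0 in both pools of the medium-dull and dullest gates. Rplp0 g2 had 10.3 ± 9.0 normalized reads (SD) in the medium-dull cells, 590.04 ± 494.6 in the dull cells and 788.1 ± 635.5 in the dullest cells. Rplp0 g6 had 3526.0 ± 3066.6, 6334.9 ± 2990.1 and 7281.6 ± 7749.6 in the same order. In pool A its values fell in this order (5694.45, 4220.63 and 1801.87) and in pool B they rose (1357.59, 8449.24 and 12761.41). Rplp1 g3 had 4021.0 ± 1656.0, 2592.1 ± 761.1 and 1161.3 ± 541.9. Rplp1 g6 had 8151.1 ± 10258.4, 3555.6 ± 2411.3 and 3035.0 ± 2601.5, and in pool B alone it had 897.2 in the medium-dull and 4874.5 in the dullest cells. Between the dullest and the medium-dull cells, Rplp0 g2 had a log2 difference of 6.81 (standard error 3.30) that did not pass after adjustment by limma (unadjusted p = 0.0393). In the same fit the log2 difference was 1.48 for Rplp0 g6 (standard error 3.55), -1.11 for Rplp1 g3 (standard error 3.63) and 0.07 for Rplp1 g6 (standard error 3.58), and none of these passed. No guide passed, which is a count of 0 of 10724 by limma, with 89 at an unadjusted p under 0.05, a count of 0 by edgeR, 263 by the DESeq2 Wald test and 2 by limma with the pool as a block. The limma count was 5 without the dullest library B, 11 without the medium-dull library A and 342 without the medium-dull library B, where the lone library is assumed to vary like the others. From the enrichment of Rplp0 and Rplp1 guides, the place of the enriched Rplp0 guides toward the C-terminus of uL10 and the depletion of guides to its N-terminal portion, the paper states that the findings hinted at a possible role for the P-stalk in ISR activation in response to histidinol.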

Given the proximity of the P-stalk to the ribosomal A site, we considered a role for the P-stalk in signaling event(s) triggered by lack of charged tRNAs or by ribosome stalling.

To follow up on the genotype-phenotype relationship suggested by the screen, we targeted CHO cells with the *Rplp0* and *Rplp1* guides found to be enriched in CHOP::GFP dull cells and characterised genotypically-defined clones phenotypically. Histidinol induction of CHOP::GFP expression was conspicuously compromised in the targeted clones, whereas their responsiveness to ER stress-inducing agents was unaffected. A selective defect was also observed in *Rplp0* and *Rplp1* mutant cells in response to lysine and arginine depletion, albeit not to the level of GCN2 ablated cells (Figure 2A and B). The defect in the ISR brought about by targeting cells with the *Rplp0*-directed guide was rescued by restoring gene function, attained by re-targeting the mutant *Rplp0* locus with a homologous repair template to reestablish the coding region of the gene (whilst adding an epitope tag) (Figure 2C and D). These findings formally establish a correlation between CRISPR-Cas9-induced lesions in the P-stalk and a selective defect in the inducibility of the CHOP::GFP ISR reporter in response to inhibition of tRNA charging or to starvation for amino acids.

**Figure 2.**
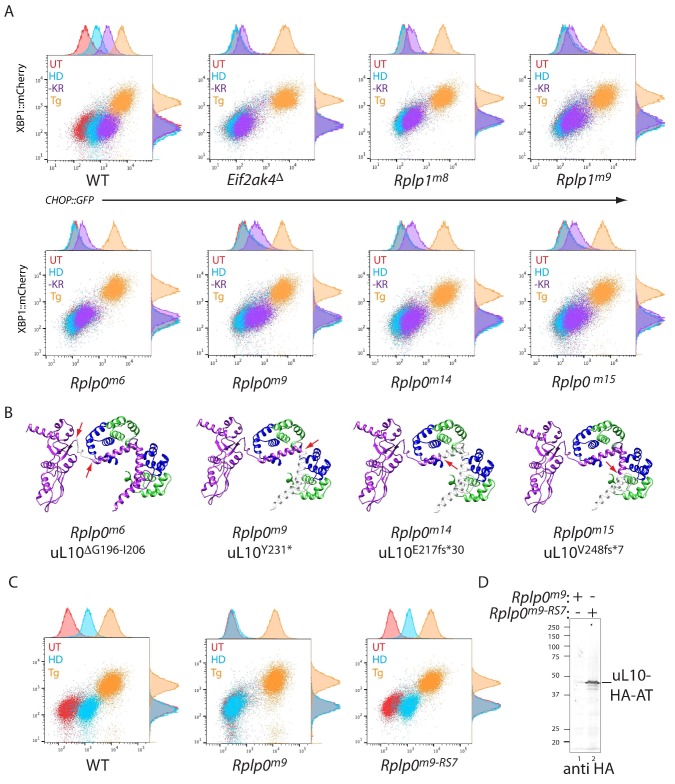
CRISPR-Cas9-based P-stalk lesions impair CHOP::GFP induction upon histidinol treatment or amino acid starvation. (**A**) Flow cytometry analysis of the ISR-inducible CHOP::GFP and the UPR inducible XBP1::mCherry reporters from untreated (UT red), histidinol-treated (0.5 mM, HD, blue), thapsigargin-treated (1 mM, Tg, orange), or cells starved for lysine and arginine (-KR, purple) all for 20 hr. Cells were targeted with guides to the indicated genes. (**B**) Depiction of the genetic lesion in the *Rplp0*-mutant clones whose flow cytometry profile is shown above. Shown is a ribbon diagram of the P-stalk (as in Figure 1E) Red arrows indicate the boundaries of the mutations and deleted regions are colored light grey. (**C**) Flow cytometry analysis of parental (wildtype, WT) CHO cells, the *Rplp0^m9^* mutant and the mutant following restoration of the P-stalk by re-targeting the mutant *Rplp0* with a repair template encoding a wildtype allele with an HA epitope tag (*Rplp0^m9-RS7^*) (**D**) Anti-HA immunoblot of cytoplasmic extracts from the parental *Rplp0^m9^* and rescued *Rplp0^m9-RS7^* cells.

### P-stalk lesions affect the endogenous ISR

Attenuated translation initiation is a common feature of the ISR. It is readily detected by tracking the distribution of ribosomes in density gradients of cell lysates (Nilsen et al., 1982; Harding et al., 2000). Amino acid starvation of wildtype cells resulted in the expected redistribution of ribosomes from denser polysome fractions to lighter fractions and to free 40S and 60S subunits. This starvation-induced shift in the ribosome profile was lost in GCN2-ablated cells, but only partially attenuated even in the strongest single mutant lines (Figure 3A and B). This partial loss of function phenotype is consistent with the partial defect in CHOP::GFP induction and with the predicted structure of the mutant uL10, which retains the N-terminal portion of the P-stalk helical spine (Figure 2A and B).

**Figure 3.**
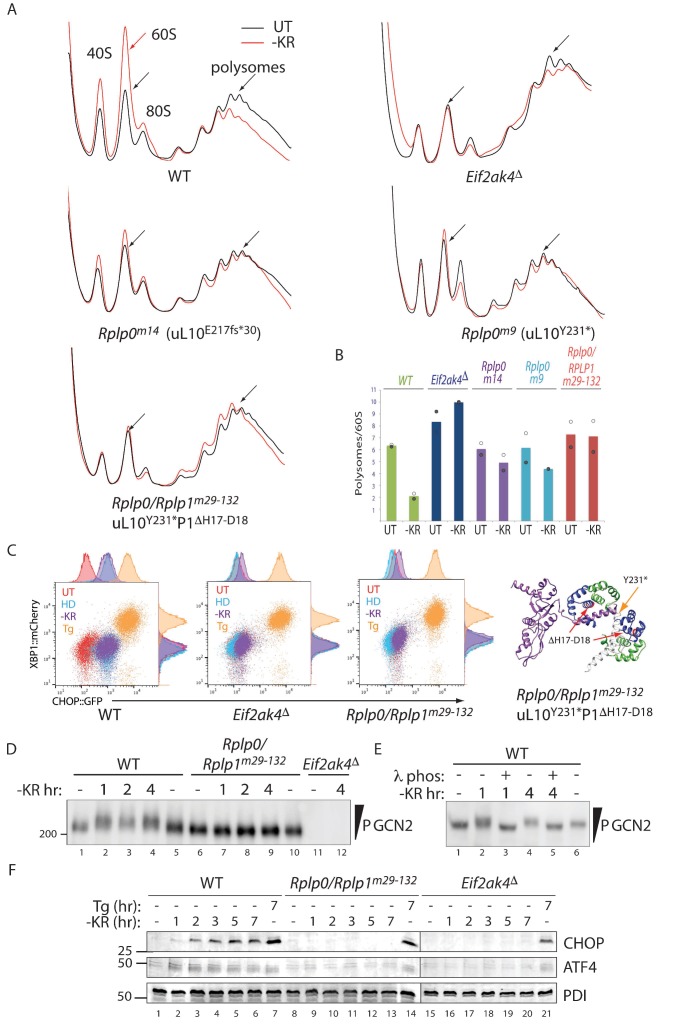
Impaired translational control, GCN2 activation, and ISR induction in amino acid starved P-stalk mutant cells. (**A**) Overlaid A_260_ traces from 10–50% sucrose gradients loaded with cytoplasmic extracts from wildtype and the indicated mutant cells left untreated (UT, black) or starved for lysine and arginine (-KR, red). The 40S, 60S, 80S, and polysome peaks are labeled for orientation. Note the marked re-distribution of ribosomes from the denser polysome fractions to the lighter fractions in stressed wildtype cells, the lack of such redistribution in both the GCN2-ablated *Eif2ak4^∆^* and compound P-stalk lesioned *Rplp0/Rplp1^m29-132^* mutants and the partial defect in the weaker *Rplp0^m14^* and *Rplp0^m9^* mutants. Shown are representative traces of A_260_ (vertical axis) *vs.* sedimentation velocity (horizontal axis) from one of two such experiments. (**B**) Bar diagram of the ratio of the polysome to the free 60S subunit signal in stressed and unstressed cells of all five genotypes in the two experiments. The height of the bar reflects the mean of two experiments with values from matched experiments shown in open and closed circles respectively. (**C**) Flow cytometry analysis of wildtype (WT), GCN2-ablated (*Eif2ak4^∆^)* or the compound P-stalk *Rplp0/Rplp1^m29-132^* double mutant cells with treatments as in Figure 2A indicated. To the right is a ribbon diagram of the P-stalk (color coded as in Figure 2B). The red arrows point to the (H17–D18) deletion in P1 and the orange arrow to the truncation in uL10 at Y231. (**D**) GCN2 immunoblot of extracts from wildtype (WT), compound P-stalk *Rplp0/Rplp1^m29-132^* double mutant cells, or GCN2-ablated *Eif2ak4*^Δ^ mutant cells, untreated or starved of lysine and arginine (-KR) resolved by phos-tag SDS-PAGE. (**E**) As in ‘D’ but following in vitro exposure of the lysate to λ phosphatase (λ phos). (**F**) CHOP and ATF4 immunoblots of extracts from wildtype (WT), compound P-stalk *Rplp0/Rplp1^m29-132^* double mutant cells and GCN2-ablated *Eif2ak4*^Δ^ mutant cells, untreated, starved of lysine and arginine (-KR) or exposed to 1 μM thapsigargin (Tg) for the indicated time. Protein disulfide isomerase (PDI) serves as a loading control.

**Figure 3—figure supplement 1.**
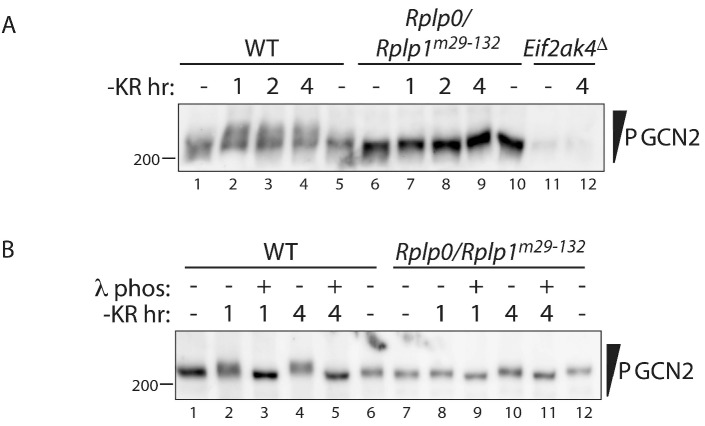
Impaired translational control, GCN2 activation, and ISR induction in amino acid starved P-stalk mutant cells (reporting on reproducibility of the observations shown in Figure 3). (**A**) GCN2 immunoblot of extracts from wildtype (WT), compound P-stalk *Rplp0/Rplp1^m29-132^* double mutant cells, or GCN2-ablated *Eif2ak4*^Δ^ mutant cells, untreated or starved of lysine and arginine (-KR) resolved by phos-tag SDS-PAGE. (**B**) As in ‘B’ but following in vitro exposure of the lysate to λ phosphatase (λ phos).

In an effort to acquire a more penetrant lesion in the P-stalk, we targeted several *Rplp0* mutant clones with guides to *Rplp1*. Very few double mutant cells survived the procedure, but one such clone *Rplp0/Rplp*1^m29-132^ (encoding a uL10 truncated at Y231 and a P1 protein lacking H17-D18 in helix 1) phenocopied GCN2 ablation both in terms of its polysome profile and activation of the CHOP::GFP reporter (Figure 3A–3C).

In wildtype cells amino-acid starvation led to a time dependent accumulation of activated hyper-phosphorylated GCN2, which was conspicuously lacking in the *Rplp0/Rplp*1^m29-132^ cells. Note the retarded mobility of GCN2 from the starved wild type when resolved on a PhosTag gel, compared with GCN2 from mutant cells (Figure 3D and Figure 3—figure supplement 1A). Phosphatase treatment of the lysate, prior to gel loading, confirmed that the heterogenous mobility shift indeed reflected multiple phosphorylation events (Figure 3E and Figure 3—figure supplement 1B). Like the GCN2 ablated cells, the compound P-stalk *Rplp0/Rplp*1^m29-132^ double mutant cells were also selectively defective in induction of the endogenous ISR markers CHOP and ATF4 in response to amino acid starvation but retained inducibility of the markers to ER stress (Figure 3F).

Immunoblotting of extracts from the wildtype and P-stalk mutant cells confirmed the truncation of uL10 (detected with an antisera to the N-terminal portion of the protein) and the loss of its C-terminus (revealed with a monoclonal antibody, 3BH5, reactive with a C-terminal peptide conserved in all three P-stalk proteins) in both the single *Rplp0*^m14^ and the compound *Rplp0/Rplp*^m29-132^ double mutant (Figure 4A). Coomassie-stained SDS-PAGE gels of ribosomes isolated from the mutant cells was conspicuous for the presence of a 34.2 kD protein (the predicted size of uL10) in the wildtype that was missing from both mutants (Figure 4B). Furthermore, ribosomes isolated from the mutant cells had diminished P1/P2 content (conspicuous in the *Rplp0/Rplp*1^m29-132^ double mutant but also apparent in the *Rplp0*^m14^ single mutant (Figure 4B, middle panel), consistent with a destabilizing effect of the mutations on the association of P1 and P2 with the ribosome.

**Figure 4.**
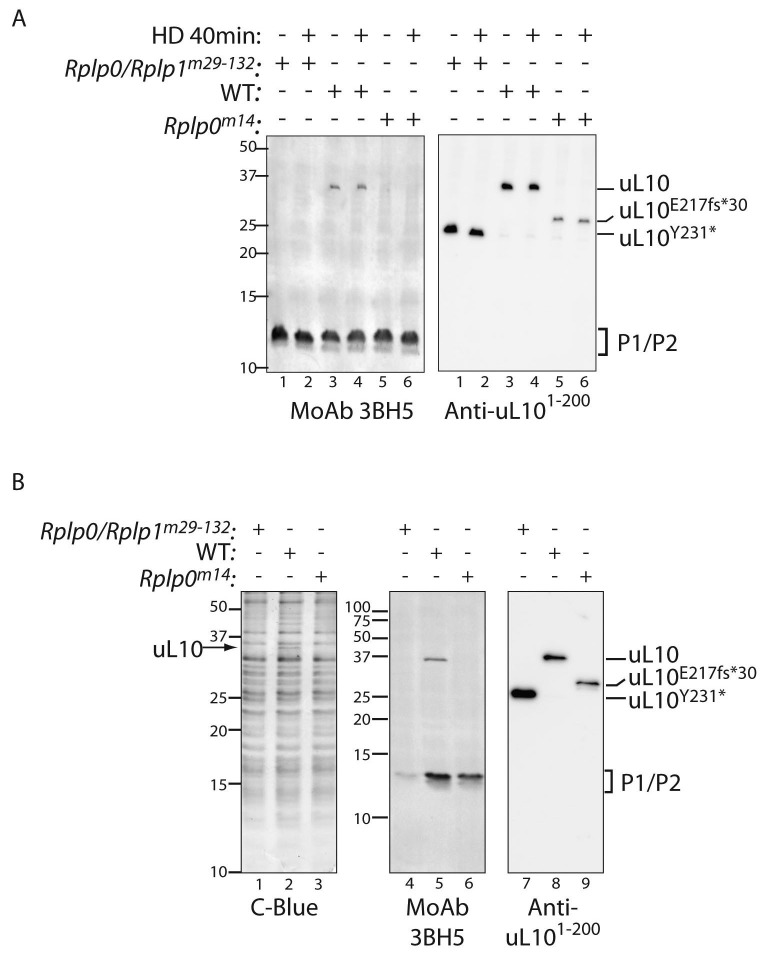
Defective ribosome association of P1 and P2 in mutant CHO cells. (**A**) Immunoblot of cytoplasmic extracts from untreated or histidinol-treated (HD, 0.5 mM) wildtype and the indicated mutant CHO cells. The polyclonal serum (anti uL10^1-200^) recognizes the N-terminal portion of uL10 and the monoclonal antibody (MoAb 3BH5) recognizes the conserved acidic C-terminus of all three P-stalk proteins. The deletion mutants of uL10 are readily distinguishable in both immunoblots, but wildtype P1, P2, and the P1^∆H17-D18^ mutant are not resolved. (**B**) Coomassie blue stained SDS-PAGE gel (left) and immunoblots of the protein content of ribosomes purified from wildtype (WT) or mutant CHO cells as in ‘A’ above. Note the near absence of P1/P2 proteins associated with ribosomes purified from the *Rplp0/Rplp1^m29^*^−132^ mutant cells, despite their presence in the whole cell extract (above).

### Ribosomes isolated from P-stalk mutant cells are defective in stimulating GCN2 dependent eIF2α phosphorylation in vitro

While these studies were ongoing, we learned of findings, now published, indicating a physical interaction between GCN2 and the mammalian ribosomal P-stalk and providing evidence that intact ribosomes, or their isolated P-stalk, can stimulate GCN2-mediated phosphorylation of eIF2α in vitro (Inglis et al., 2019). At the concentrations used, isolated ribosomes had negligible associated eIF2α kinase activity. However, in our hands too, nanomolar concentration of ribosomes isolated from wildtype CHO cells markedly stimulated eIF2α phosphorylation by GCN2 (Figure 5A and Figure 5—figure supplement 1A). Interestingly, ribosomes isolated from the *Rplp0* and compound *Rplp0/Rplp1* mutant cells were impaired in GCN2-dependent eIF2α phosphorylation. This was evident in multiple preparations of wildtype and mutant ribosomes (Figure 5A–5C and Figure 5—figure supplement 1A-C). Furthermore, the hierarchy of the defect in GCN2 activation by the different ribosome preparations in vitro correlated with the ISR impairment of their source mutant cells in vivo, in that the in vitro defect was more severe in preparations of ribosomes from compound *Rplp0/Rplp1^m29-132^* mutant cells than its *Rplp0^m9^* single mutant parent or the unrelated *Rplp0^m14^* single mutant (Figure 5A–5C and Figure 5—figure supplement 1C).

**Figure 5.**
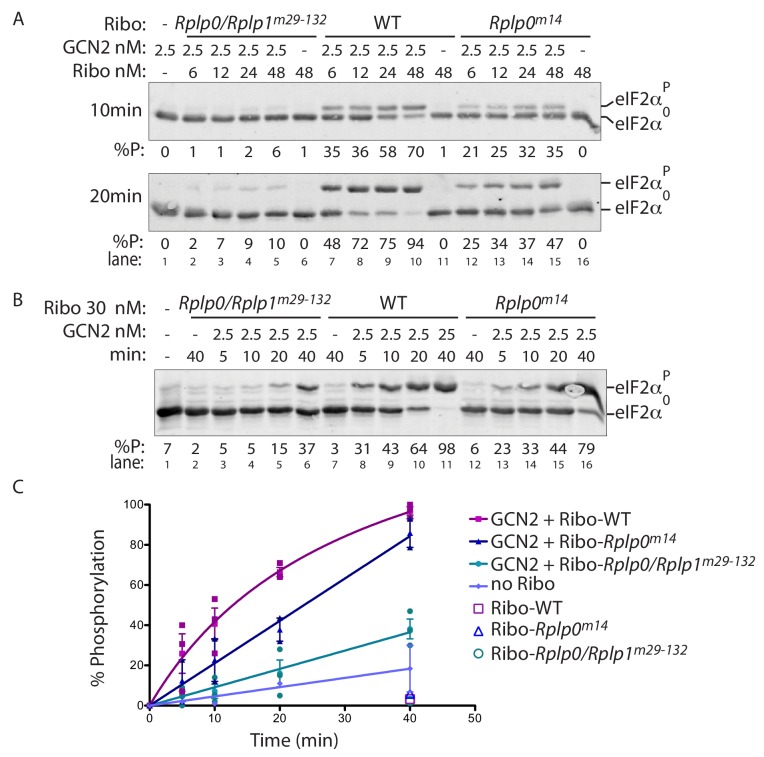
P-stalk lesions impair ribosome stimulation of eIF2α directed GCN2 kinase activity. (**A**) Immunoblot of eIF2α from in vitro phosphorylation reactions resolved by phos-tag SDS-PAGE. The concentration of purified GCN2 kinase, ribosomes, and the genotype of the ribosomes is indicated above the panel. The fraction of phosphorylated eIF2α is below the panel, the incubation time is on the left, and the migration of the phosphorylated (eIF2α^P^) and non-phosphorylated protein (eIF2α^0^) is on the right. (**B**) A time course of eIF2α phosphorylation reactions with 30 nM ribosomes annotated as in ‘A’ above. (**C**) Graph depicting the percent phosphorylation plotted against time from reactions shown in ‘B’ above and two similar experiments, all data points are shown along with the mean and range. (Shown are representative of experiments reproduced more than three times with independently isolated wildtype and mutant ribosomes).

**Figure 5—figure supplement 1.**
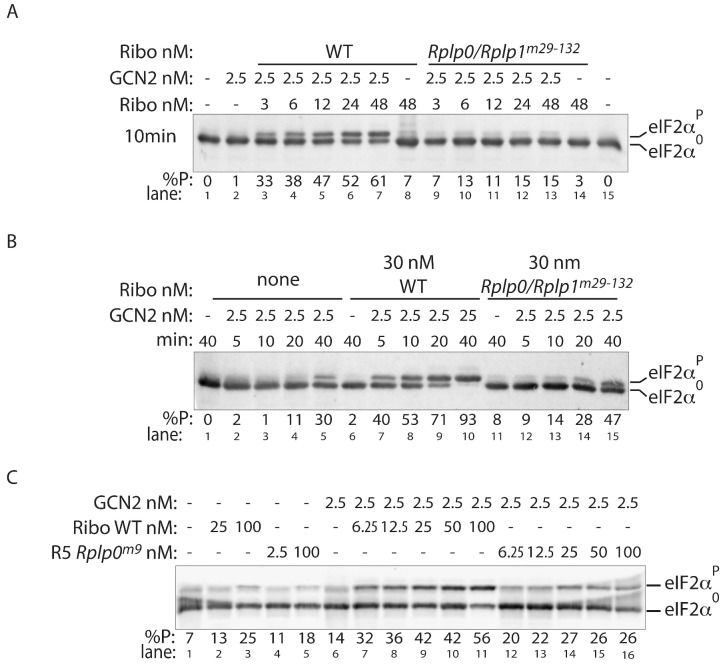
P-stalk lesions (reproducibly) impair ribosome stimulation of eIF2α directed GCN2 kinase activity. (**A**) Immunoblot of eIF2α from in vitro phosphorylation reactions resolved by phos-tag SDS-PAGE, as in Figure 5A but utilizing different preparation of wildtype and *Rplp0/Rplp1^m29-132^* compound mutant ribosomes. Reaction time was 10 min (**B**) Time course, as in Figure 5B but utilizing different preparation of wildtype and *Rplp0/Rplp1^m29-132^* compound mutant ribosomes (at 30 nM) or no ribosomes. (**C**) As in ‘A’ above but using wildtype or *Rplp0^m9^* mutant ribosomes. (Shown are representative of experiments reproduced at least twice).

The stimulatory effect of ribosomes appeared to be GCN2 specific, as the related PERK kinase was only minimally activated in vitro (Figure 6A). This finding is consistent with the lack of effect of the P-stalk lesions on the PERK-dependent ISR induction by ER stress in cells (Figures 2A and 3B–3F).

**Figure 6.**
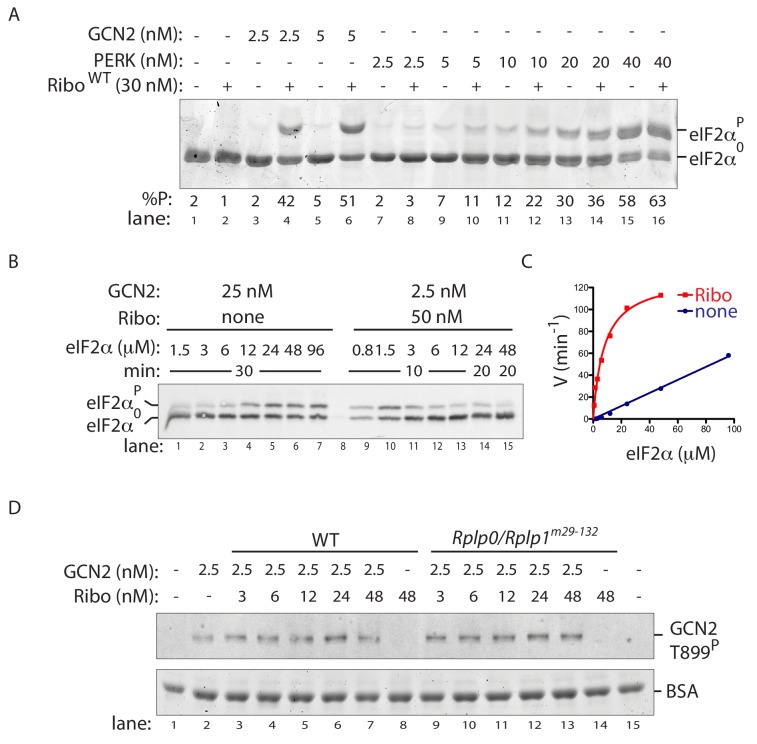
Ribosome activation alters GCN2 enzyme kinetics. (**A**) Coomassie-stained phos-tag PAGE of eIF2α from in vitro phosphorylation reactions with purified GCN2 or the cytosolic kinase domain of PERK, in presence or absence of wildtype ribosomes. (**B**) Immunoblot of eIF2α from in vitro phosphorylation reactions with escalating concentration of eIF2α substrate. Aliquots of each reaction containing equal amounts of eIF2α (~120 ng) were applied to the phos-tag gel. (Shown is a representative of experiments reproduced twice). (**C**) Plot of individual values of enzyme velocity (in min^−1^) against substrate concentration (in µM) of the reactions shown in ‘B’ and Michaelis–Menten curve fit. Reactions with ribosomes appears to reach saturation at around 50 μM eIF2α whereas reactions without ribosomes exhibited no saturation at the highest concentrations tested. (**D**) Top panel: Immunoblot of phospho-GCN2-T899^P^ signal from reactions incubated for 10 min with the indicated concentration of wildtype or mutant ribosomes in the presence of ATP. Lower panel: Coomassie-stain of the bovine serum albumin present in all reactions and serving as a recovery marker.

**Figure 6—figure supplement 1.**
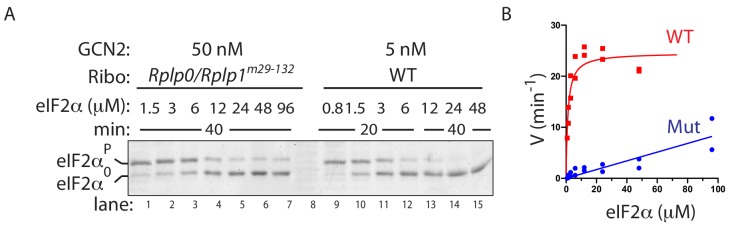
Ribosome activation alters GCN2 enzyme kinetics. (**A**) Immunoblot of eIF2α from in vitro phosphorylation reactions with escalating concentration of eIF2α substrate and ribosomes from cells of the indicated genotype (added at 30 nM). Aliquots of each reaction containing equal amounts of eIF2α (~120 ng) were applied to the phos-tag gel. (Shown is a representative of experiments reproduced twice). (**B**) Plot of individual values of enzyme velocity (in min^−1^) against substrate concentration (in µM) of the reactions from two experiments (as in ‘A’) and Michaelis–Menten curve fit. Reactions with wildtype ribosomes were saturable whereas reactions with mutant ribosomes exhibited no saturation at the highest concentrations of substrate tested. The difference in the absolute values of reaction velocity in comparison with the experiment shown in Figure 6C likely reflects differences in the specific activity of the GCN2 enzyme used.

To further characterize ribosome P stalk-dependent GCN2 activation, we compared experimentally accessible enzymatic features of GCN2 alone with those of a compound enzyme constituted of GCN2 and ribosomes. At physiological substrate concentrations of 2 µM eIF2α (Chen et al., 2015), the approximately 10-fold increase in the rate of GCN2-dependent eIF2α phosphorylation brought about by the presence of wildtype ribosomes (Figure 5C) could be mimicked by a 10-fold increase in the concentration of GCN2 in in vitro reactions without ribosomes. However, the relationship between reaction velocity and substrate concentration proved very different when comparing GCN2 (2.5 nM) with ribosomes (50 nM) to GCN2 alone (at 25 nM). While the former reaction saturates at less than 50 μM (substrate *K*_m_ of ~7.8 µM (95% confidence 5.2–10.4 µM) and a V_max_ of 130 min^−1^ (95% confidence 116–140 min^−1^)) the latter reaction was not saturated with substrate concentrations attainable experimentally (Figure 6B and C). The kinetic properties of GCN2, reacted with ribosomes from the mutant *Rplp0/Rplp1^m29-132^* cells, resembled GCN2 alone, establishing a role for the P-stalk in this shift in the enzymatic properties of the kinase (Figure 6—figure supplement 1A and B).

In keeping with recent observation (Inglis, 2018 and Inglis et al., 2019), we also noted that ribosome-mediated potentiation of GCN2’s eIF2α-directed kinase activity was not associated with a consistent difference in the known GCN2 auto-activation mark, phosphorylation of activation-loop residue Thr899 (Romano et al., 1998) (Figure 6D). It is noteworthy that in vitro, ribosomes promote GCN2 phosphorylation on residues other than threonine 899 (Inglis, 2018). Unfortunately the antiserum directed towards human GCN2 pThr899 used here fails to recognise the hamster protein, thus we are unable to ascertain if the defect in GCN2 phosphorylation observed in amino acid deprived, P-stalk mutant cells (Figure 3D and E and Figure 3—figure supplement 1) encompasses that residue. However, given that the phos-tag gels report on multiple phosphorylation events in the amino acid deprived wildtype cells that are absent from P-stalk mutant cells, it seems reasonable to conclude that the ribosome-mediated signal also results in phosphorylating events other than pThr899 in vivo. Their relationship to GCN2’s activity as an eIF2α kinase remains to be determined. Together with the altered kinetics of the ribosome-associated enzyme, these features suggest a ribosome-dependent process extending beyond activation-loop autophosphorylation.

## Discussion

The correlation, established here, between a selective defect in GCN2-mediated ISR activation in cells with genetic lesions to their P-stalk and a defect in ability of their ribosomes to activate GCN2 in vitro implicates the P-stalk in propagating a signal from ribosomes perturbed by amino acid starvation to GCN2. This finding bridges recent genetic and cell biological observations implicating stalled ribosomes in GCN2 activation (Ishimura et al., 2016; Darnell et al., 2018) with biochemical evidence that the ribosome P-stalk can activate GCN2 in vitro (Jiménez-Díaz et al., 2013; Inglis et al., 2019), establishing that the in vitro observation, suggestive of a role for the ribosome in GCN2 activation, relate to a process required for GCN2 activation by amino acid starvation in cells.

The implication of the P-stalk as an agent in GCN2 activation brings up interesting questions relating to the coupling between a process common to amino acid starvation and inhibition of tRNA charging and alteration in the state of the P-stalk. The location of the P-stalk on the surface of the ribosome adjacent to the A site and its functional role in recruiting elongation factors to the ribosome (Helgstrand et al., 2007; Nomura et al., 2012) and in stimulating their GTPase activity (Mohr et al., 2002), implicate the P-stalk in translation elongation. In elongating ribosomes, charged cognate tRNAs (in complex with eEF1A) followed by eEF2, cycle through the A site (reviewed in Brown and Shao, 2018; Dever et al., 2018). It is tempting to speculate on a scenario whereby the cycling of these factors in proximity to the P-stalk restrains the latter’s GCN2 stimulatory activity. This may occur through elongation factor mediated steric blocking of the interaction between GCN2 and domain II of uL10 (shown to be essential for GCN2-P-Stalk binding, Inglis et al., 2019), by competition for the attention of the acidic C-terminal tails of the P-stalk proteins (which are important for activation of GCN2, Inglis et al., 2019), or by eliciting conformational changes in the P-stalk. Disruption of this elongation cycle by lack of cognate charged tRNA presumably stalls ribosomes in a conformation that relieves such restraint(s), exposing the dormant capacity of the P-stalk to activate GCN2 (Figure 7).

**Figure 7.**
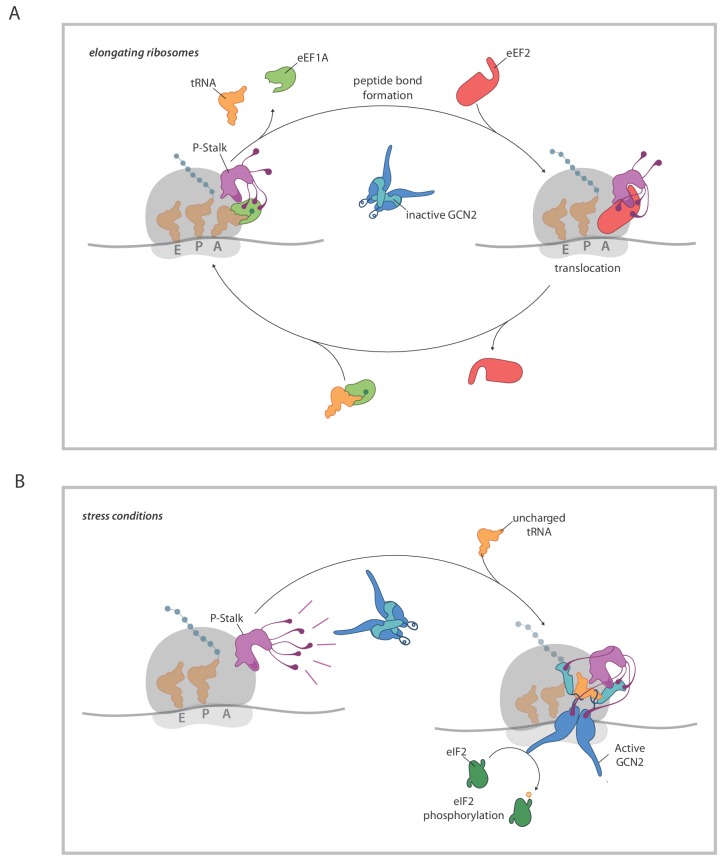
A model for ribosome state-dependent GCN2 activation by the P-stalk. (**A**) In amino acid replete cells, charged tRNAs and elongation factors eEF1A and eEF2 cycle through the GTPase associated centre repressing the P-stalk’s latent ability to activate GCN2. Repression may arise from competition for domain II of uL10 (a GCN2 binding site, shaded deep purple), engagement of the acid C-terminal tails of the pentameric P-stalk (cartooned as tentacle-like extensions) or imposition of a conformation that is not conducive to GCN2 activation, amongst other mechanisms. (**B**) By limiting the pool of charged tRNAs, amino acid starvation or inhibition of tRNA synthetases disrupts the cycling of factors through the GTPase associated centre exposing the latent ability of the P-stalk to activate GCN2. This is speculatively presented as arising from the sequential binding of inactive GCN2 to the P-stalk and a subsequent activation step in which the acid C-terminal tails play a role. Active GCN2 (possibly in complex with uncharged tRNAs engaging its HisRS domain (pale blue)) phosphorylates its substrate, eIF2α.

A ribosome-centered activation event, mediated by the P-stalk, fits the genetic data whereby in neurons lacking an abundant isoacceptor arginine tRNA, GCN2 activation is favored by lesions in GTPBP2-a mammalian ribosome rescue factor whose absence stabilizes stalled ribosomes (Ishimura et al., 2014; Ishimura et al., 2016). The notion that the activating signal arises from stalled ribosomes is also in keeping with the positive correlation noted between GCN2’s response to single amino acid starvation in different mammalian cell lines and the extent of ribosome pausing (Darnell et al., 2018). Indeed, the relationship between stalling and GCN2 activity is likely homeostatic as GCN2^∆^ cells exhibit more stalling in response to amino acid starvation (Darnell et al., 2018).

Ribosomes isolated from actively-translating fed cells (with repressed GCN2), were nonetheless potent activators of GCN2 in vitro (our observation and Inglis et al., 2019). Presumably ribosome isolation disrupts the aforementioned constraints on the P-stalk and exposes its latent ability to activate the kinase in vitro. In this vein, it is interesting to compare the P-stalk’s role in yeast and mammalian GCN2 activation. Activation by the mammalian P-stalk requires both the ribosome-associated N-terminal domain II of uL10 and the acidic C-termini of the three P-stalk components that extend from the ribosomes surface (Inglis et al., 2019). By contrast, the yeast P1/P2 proteins are sufficient for GCN2 activation in vitro (Jiménez-Díaz et al., 2013). These observations fit the genetic evidence of a role for the free (not ribosome-associated) pool of yeast P2 in GCN2 activation in vivo. Interestingly, the free pool of yeast P2 contributes to GCN2 activation in response to osmotic stress and glucose deprivation, but is dispensable for GCN2 activation by histidine depletion. The latter observation is consistent with the notion that GCN2’s response to amino acid starvation might depend on a ribosome-coupled P-stalk mediated signal, which may be provided adequately by yeast uL10 even in the absence of associated P1/P2 (Jiménez-Díaz et al., 2013).

The importance of the physical coupling between the P-stalk and the ribosome to mammalian GCN2 activation is suggested by the strong phenotype of the compound *Rplp0/Rplp1^m29-132^* mutant in which the truncation of uL10 and the internal deletion of P1 conspire to deplete ribosomes of associated P-stalk acidic C-termini, whilst retaining a substantial pool of cytosolic P proteins with intact C-termini. The notion that efficient delivery of the P-stalk’s message to GCN2 relies on proximity to the ribosome is consistent with the importance of other contacts made between GCN2 and the mammalian ribosome, such as those dependent on eS10 (Lee et al., 2015) (a product of a gene also ‘hit’ in our screen for CHOP::GFP dull cells). Whilst the ribosome takes central stage in GCN2 activation by amino acid starvation, it is interesting to consider that in mammals too there may be a role for the free pool of P1/P2 proteins in GCN2 activation in response to other non-ribosomal stress signals.

The nature of the P-stalk dependent activating event raises other questions. Yeast P1/P2 proteins markedly stimulated GCN2 autophosphorylation in vitro (Jiménez-Díaz et al., 2013). However, mammalian ribosomes had no consistent effect on the phosphorylation status of GCN2 Thr899 (here, Inglis, 2018 and Inglis et al., 2019). Nonetheless, mammalian ribosomes imparted on GCN2 new enzymatic properties, reflected in the lowering of the enzymes *K*_m_. The nature of this activating event(s) is an open question, as is the linked question whether stimulation of the eIF2α-directed kinase activity of GCN2 requires the continued presence of ribosomes, or if the activated state survives dissociation of GCN2 from ribosomes.

The importance of GCN2’s relationship with ribosomes to activation of the ISR (known in yeast as the GCN4-dependent General Control gene expression program) was first recognized before identification of eIF2α as GCN2’s substrate (Ramirez et al., 1991; Zhu and Wek, 1998) and subsequently buttressed by identification of ribosome-associated factors such as GCN1 and GCN20 as important GCN2 co-factors (Marton et al., 1997). These seminal early findings, together with more recent work (of which this paper is part), point to a role for a stalled ribosome-initiated P-stalk-mediated activation signal. Moreover, these observations suggest the possibility that GCN2, the first eIF2α kinase, evolved initially as part of a simple feed-back loop attenuating translation initiation in response to ribosome stalling. The coupling of GCN2’s activity to a gene expression program that acts physiologically to relieve some of the more common causes of stalling, may have emerged later and eventually evolved into the ISR we recognize today in multicellular organism.

## Materials and methods

### Plasmid construction and materials

Standard cloning techniques were used to create the recombinant DNA vectors listed in the Key Resources Table (supplementary Table 1). The table also lists the antibodies, cell lines, reagents, oligonucleotides and software used in this study.

### Cell line construction

HeLa cells were maintained in DMEM supplemented with 10% Fetalclone II serum (Hyclone), 0.5% β-mercaptoethanol, 1x MEM-non-essential-amino-acids, and 1X pen-strep. CHO cells were maintained in Hams’ F12 supplemented with 10% Fetalclone II serum (Hyclone) and 1x pen-strep. For lysine and arginine starvation, cells were washed 3x in PBS+ Mg2+ Ca2+ incubated in Advanced DMEM/F-12 (12634010, Thermo-Fisher) with 10% dialyzed FCS for 2–4 hr before the start of the experiment. Treated samples were then washed 3x with PBS + Mg2+ Ca2+ and incubated in SILAC Advanced DMEM/F-12 Flex Media (A2494301, Thermo-Fisher) supplemented with 17.5 mM glucose, and 10% dialyzed FCS for the indicated period.

HeLa cells were stably transfected with a linearized CHOP::GFP vector (lab m31) and pRc/RSV (Invitrogen) 10:1 and selected for G418 resistance and ISR induction. The selected line was then stably transfected with a constitutive mCherry expression vector to yield (Hela CGC55). A previously-described CHOP::GFP-C30 cell line (Novoa et al., 2001) was transfected with plasmid UK1313 pCAX-F-XBP1∆DBD-mCherry (MP5) 10:1 with pbabe-puro (Addgene 1764) and a puromycin-resistant clone with tunicamycin induced XBP1::mCherry expression identified and the puromycin resistance was removed by transient transfection with sgCRISPR-RNA-expression vectors targeting the puromycin N-acetyltransferase gene (UK1901+UK1902) to yield the DP19 clone used throughout this study. Cas9 expressing derivatives of the HeLa CGC55 and CHO DP19 reporter lines were made by infecting the cells with lentivirus prepared from packaging Lenti-Cas9-Blast (UK1674, Addgene 1000000049) by co-transfection with helpers pMD2.g (UK1700, Addgene 12259), psPAX2 (UK 1701, Addgene 12260), in HEK 293 T cells and selecting for blasticidin resistance (10 and 30 μg/ml for HeLa and CHO respectively).

### CRISPR screening

Using the pooled human GECKO 2.0 CRISPR library and following an established protocol (Addgene 1000000049, Sanjana et al., 2014) we infected HeLa Cas9 expressing reporter cells library lentivirus at a MOI <0.3 and selected for Puro resistance resulting in a final representation of >60 surviving cells/guide for each of library segments A and B. After a week of expansion, cells were treated in arginine and lysine free medium for 20 hr followed by collection in PBS-EDTA, washing in PBS + 0.2% BSA and 8.47*10^7^ cells sorted with the dullest ~3% (2.6 × 10^6^) collected on an Influx or Melody cell sorter (BD biosciences). An equal number of treated cells were passed without sorting as a control group. The collected cells were replated, expanded and aliquots frozen or passed for another round of treatment and sorting.

Genomic DNA was prepared from 3.6 × 10^7^ cells from each round using the DNAzol method (Chomczynski et al., 1997) from the separately maintained A and B library segments. PCR inserts were prepared for NGS sequencing with two rounds of PCR with primers UK 1433 and UK 1434 for the first round and primers UK 1432 and one of the barcoded reverse primers (UK1418-UK1432) for the second round. After quantification the products were subjected to NGS sequencing using custom primer UK1435 and the illumina indexing primer with single-end reads of 50 bp on a hiseq 4000. The sequences were processed and guide counts, gene rankings and statistics were generated using MAGECK software (Li et al., 2014). The top 1% (200 hits) were submitted to metascape (Zhou et al., 2019) for gene annotation analysis and genes in the top enriched ontology clusters were added to the list along with the next ~9% of genes selected in the screen. Guides to 1500 unrelated CHO genes and 200 non-targeting control guides were also included in the library (NCBI Geo database; accession numbers awaiting assignment). CHO homologues were identified from a gene list from the CHO-K1 reference genome (GCF_000223135.1). Guides based on improved efficiency rules (Doench et al., 2014) were designed against the selected genes and pooled single stranded oligonucleotides (see oligo UK2580) were synthesized as part of a full genome library made with two sets of arms for independent PCR amplification and cloning (Twist Biosciences, California USA). The 19305 guide library (CHO-mini-library) targeting 3222 CHO genes (six guides per gene) was PCR amplified from the pool in 8 rounds of PCR with primers UK1855 and UK1856), digested with Bbs1, and the 27 bp fragments purified by PAGE and cloned into a BbsI cut UK1789 pKLV-U6gRNA (BbsI)-PGKpuro2ABFP vector (Addgene 50946) as described (Koike-Yusa et al., 2014).

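The starting library held 19262 guides with at least 1 read of the 19506 listed, and 244 guides were at 0. Among the matched guides, Rplp1 g3 had 1383.9 normalized reads and Rplp1 g6 had 1244.4, against a median of 424.1 over all guides. Rplp0 g2 had 519.0, Rplp0 g6 had 251.1 and Eif2ak4 g6 had 234.4. The 100 most abundant guides took 2.27% of the normalized reads. The library was sequenced once, at a step of 5.58 normalized reads for each read, so values near this step rest on few reads and intervals would cover counting error only.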

The resulting focused library was used to mutagenize the CHO-CHOP::GFP, XBP1::mCherry double reporter cells at a MOI of 0.1 and a representation of ~350 cells for each library guide in duplicate pools. In the first round, 4–5% of the dullest cells following 20 hr induction with histidinol were selected and corresponding unselected pools maintained. 

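In the dull cells of round 1, Eif2ak4 g6 had 19140.2 ± 1740.7 normalized reads (SD, n = 2) against 2150.2 ± 2.3 (SD, n = 2) in the unsorted histidinol-treated cells, a log2 fold change of 4.59 (standard error 1.43, adjusted p = 0.00804 from limma). Rplp0 g6 had 3249.1 ± 253.1 against 178.0 ± 81.9, a log2 fold change of 5.70 (standard error 2.01, adjusted p = 0.0234 from limma). Rplp1 g3 had a log2 fold change of 4.55 and Rplp1 g6 of 3.77, and neither passed (adjusted p = 0.0910 and 0.131 from limma). Rplp0 g2 had 327.4 ± 117.4 against 152.2 ± 71.0 and did not pass (adjusted p = 0.648 from limma). By limma 4082 guides were depleted in round 1. The median log2 fold change of the tested guides was -1.538 with scaling by TMM. It was -2.895 with scaling to the total and 0.009 with DESeq2 size factors, so the size of the round 1 fold changes depends on the scaling. Of 17235 guides with at least 50 normalized reads in the unsorted cells of round 2, 72.4% kept at least 0.1 of that abundance in the dull library A of round 1 and 27.6% in the dull library B. By limma 39 of 18608 guides were enriched (176 at an unadjusted p under 0.05), by edgeR 30, by the DESeq2 Wald test 3626, by limma with DESeq2 size factors 0 and by limma with the pool as a block 12. The limma count was 0 without either unsorted library, 5560 without the dull library A and 5744 without the dull library B, where the lone sorted library is assumed to vary like the unsorted ones.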

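Reads of the sorted cells were concentrated on fewer guides in the narrower gates. The 100 most abundant guides took 23.3% and 33.4% of the normalized reads in the medium-dull libraries A and B, 47.3% and 64.5% in the dull libraries and 57.9% and 78.2% in the dullest libraries. They took 2.32% and 2.34% in the unsorted libraries A and B. Eif2ak4 g6 had 21120.0 ± 4057.7 normalized reads (SD, n = 2) in the medium-dull cells, 312132.4 ± 5119.2 in the dull cells and 240043.0 ± 37918.4 in the dullest cells. It had a log2 fold change of 6.09 in the medium-dull cells (standard error 0.78, adjusted p = 0.0205 from limma) and of 11.88 in the dullest cells (standard error 3.06, adjusted p = 0.189 from limma). The medium-dull cells had 216 enriched guides by limma and 154 by edgeR. The dullest cells had 0 by limma, with 401 at an unadjusted p under 0.05, 301 by edgeR and 295 by limma with the pool as a block, and the dull cells had 0 by limma, with 834 unadjusted, 169 by edgeR and 3 with the block. The medium-dull count was 0 without either unsorted library and 5296 or 5940 without the medium-dull library A or B, and the dullest and dull counts were 4437 to 5963 without a sorted library, where the lone sorted library is assumed to vary like the unsorted ones.

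**Figure D2:**
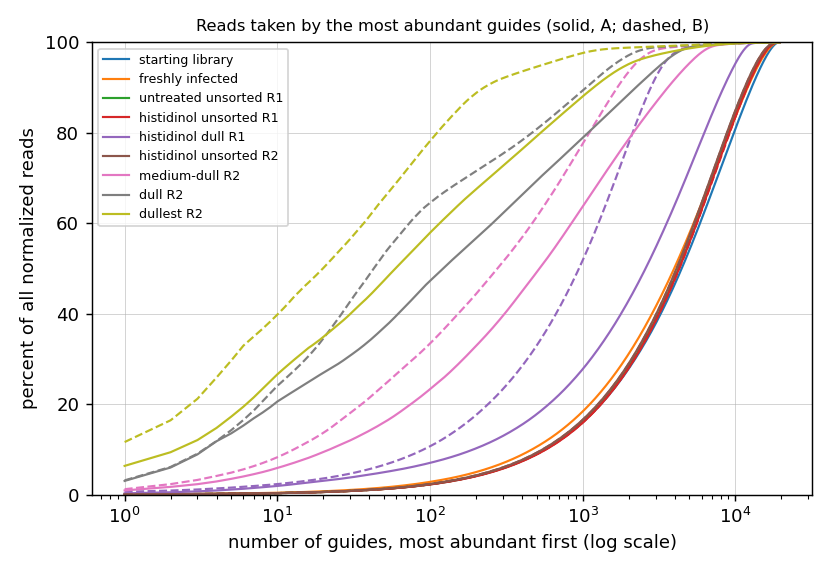
Percent of all normalized reads in a library taken by its most abundant guides, against the number of guides on a log axis; each line is 1 library, solid for pool A or the only library of a condition and dashed for pool B. At 100 guides the dullest library B reaches 78.2% and the starting library 2.27%.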

In the second round three levels of dull cells corresponding to the lowest ~4.6, 11, and 24% were collected from each duplicate along with pools of treated unsorted cells. The selected guides were PCR amplified from genomic DNA as above but using primers UK1758 and UK1434 for the first round and primers UK1432 and one of the barcoded reverse primers (UK1759-UK1776) for the second round of PCR. The PCR products were subjected to NGS sequencing and analysis by MAGECK software as above for the HeLa screen. 

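Averaging the deposited values first, the mean of the dullest and medium-dull libraries (n = 4) over that of the unsorted libraries (n = 2) was 62.2-fold for Eif2ak4 g6 and 43.8-fold for Rplp0 g6. It was 9.80-fold for Rplp0 g2, 8.70-fold for Rplp1 g3 and 7.12-fold for Rplp1 g6. As log2 values these are 5.96, 5.44, 3.26, 3.12 and 2.83. All 5 are smaller than the log2 fold changes fitted to values scaled by TMM. The deposited totals are near equal, and with scaling to the total the median log2 fold change of the tested guides was -4.88. Without the library that held the most reads of the guide, the ratio was 40.5-fold for Eif2ak4 g6 (without the dullest library A), 23.9-fold for Rplp0 g6 and 2.94-fold for Rplp0 g2 (each without the dullest library B), 5.79-fold for Rplp1 g3 (without the medium-dull library B) and 2.96-fold for Rplp1 g6 (without the medium-dull library A). These ratios carry no test.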

The figures show an average of the duplicates for both the dullest and medium dull selected cells (n = 4) compared to the average for the duplicate unselected controls (n = 2). The CHO CRISPR screening data has been submitted to NCBI Geo database (study accession number GSE134917).

Individual CRISPR-Cas9 mutant CHO cell lines were made by co-transfecting the indicated sgRNA expression vector with the Cas9-Blast plasmid (UK1674) into parental DP19 (CHOP::GFP; XBP1::mCherry reporter cells), selecting for the puromycin resistance encoded by the sgRNA expression vector (6 μg/ml) for two days. Reporter induction was measured by flow cytometry of at least 10000 gated live singlets on a Becton Dickinson LSR Fortessa on 2–4 independent experiments for each condition and mutant line.

The cell lines used in this study were all made in our lab from HeLa (ATCC Cat# CRL-7924, RRID:CVCL_0058) or CHO.K1 (ATCC Cat# CRL-9618, RRID:CVCL_0214) cell lines obtained from and authenticated by the ATCC. The identity of both the human (HeLa) the non-human (CHO.K1) cell lines has been authenticated using the criteria of A. successful targeting of essential genes using species specific CRISPR whole genome library, and B. sequencing of the wildtype or mutant alleles of the genes studied that confirmed the sequence reported for the corresponding genome. The cell lines have tested negative for mycoplasma contamination using a commercial kit (MycoAlert (TM) Mycoplasma Detection Kit, Lonza). None of the cell lines is on the list of commonly misidentified cell lines maintained by the International Cell Line Authentication Committee.

### Cell extracts and immunoblotting

Cells were treated as indicated and lysates prepared and ATF4 and CHOP detected using rabbit antiserum as previously reported except that proteins were transferred to PVDF and IR-800 (LI-COR) conjugated secondary antisera were used (Harding et al., 1999; Harding et al., 2000). Anti P-protein immunoblots were probed with a mouse monoclonal 3BH5 (1:5) that recognizes the conserved acidic C-terminus of all three P-proteins (Vilella et al., 1991) followed by anti-mouse IR800 and detection by LI-COR scanning and then the blot was incubated with rabbit monoclonal anti uL10 1–200 (AbCam, Cambridge, UK ab192866, 1:1000), followed by anti-rabbit HRP and detection by chemiluminescence.

Samples containing CHO cell extracts (mock or λ phosphatase treated where indicated) or human GCN2 were denatured and separated on 5% Tris-acetate phos-tag or 7% Tris-acetate gels respectively and transferred in bicine transfer buffer (Cubillos-Rojas et al., 2012) and probed with anti-GCN2 (phospho T899) antibody (1/1000, AbCam, Cambridge, UK ab75836) or an antibody raised against the bacterially-expressed kinase domain of mouse GCN2 antibody (lab name NY168) mixed 5:1 with non-affinity purified P-GCN2 890–904 (phospho T899) (human numbering, but the peptide is identical in mouse and human) (lab name 6779) in the case of CHO cell extracts (Harding et al., 2000) used at 1:3000.

### Polysomes and ribosome isolation

For polysome analysis cell lysis and 10–50% sucrose gradients were carried out as described in Johannes and Sarnow (1998). Ribosomes were purified as described (Khatter et al., 2014) using modified buffers as follows: Cells were lysed in (15 mM Tris, pH 7.5, 0.5% IGEPAL, 6 mM MgCl2, 150 mM NaCl, 1 mM DTT, and 10 μl/ml RNAsin Plus (Promega), and protease inhibitors (Sigma S8830)), cleared 4 times at 18000g × 5 min and layered on a 3 ml sucrose cushion buffer D-30% (50 mM HEPES pH 7.5, 2 mM Mg(OAc)2, 150 mM KOAc, 30% sucrose), and centrifuged for 660 min at 40000 rpm in a TLA110 rotor. The pellet was resuspended in wash buffer (50 mM HEPES pH 7.5, 4.4 mM Mg(OAc)_2_, 35 mM KOAc, 314 mM KCL, 6% sucrose 0.5 mg/ml puromycin, 1.2 mM GTP and 5 μl/ml RNAsin Plus) and rotated for 30 min at 4 °C to release nascent peptides, cleared for 10 min at 18000 g and then the supernatant re-pelleted through a sucrose cushion as described above. The final pellet was resuspended in the buffer D made with 6.8% sucrose and 2 mM TCEP.

### In vitro analysis of GCN2 activity (eIF2α phosphorylation assays)

GCN2, expressed as a StrepII-tagged protein was purified from insect Sf9 cells as described (Inglis et al., 2019) and stored in small aliquots at −80 ºC. Phosphorylation reactions were carried out in PCR tubes at a total volume of 20 µL in an assay buffer consisting of 20 mM HEPES (pH 7.4), 50 mM potassium acetate, 5 mM magnesium acetate, 2 mM ATP, 0.5 mM tris(2-carboxyethyl)phosphine (TCEP), 0.05 mg/mL bovine serum albumin. Ribosomes isolated from CHO cells (or an equal volume of ribosome resuspension buffer D, see above) were combined with GCN2 (to a concentration of 2.5 nM in the final assay) and allowed to equilibrate at 17 ˚C for 10 min. The reaction was initiated by adding the N-terminal domain of human eIF2α (residues 1–185) purified from bacteria (Ito et al., 2004) to a final concentration of 2 µM, and allowed to progress at 17 ˚C for the indicated time until terminated by adding 6.6 µL of 4% SDS, 200 mM dithiothreitol in a tris-glycine buffer.

Samples were resolved on a 50 µM phos-tag/100 µM manganese chloride (Apex Biotechnology, Hsinchu City, Taiwan cat # F4002) 15% SDS-PAGE. The gel was soaked for 20 min in 50 mM EDTA, 0.1% SDS in tris-glycine buffer to chelate the phos-tag reagent and transferred onto a PVDF membrane and immunoblotted with a primary rabbit serum directed to the N-terminus of eIF2a (residues 1–185) (lab name NY1308) and an IRDye fluorescently labeled secondary anti-rabbit IgG (LI-COR) (Chen et al., 2015). The fluorescence signals were detected with an Odyssey near-infrared imager (LI-COR) and quantified by ImageJ (NIH).

## Data Availability

All data generated or analysed during this study are included in the manuscript, supporting files, or are submitted to public databases. The following dataset was generated: HardingHPOrdonezAAllenFPartsLInglesAJWilliamsRLRonD2019CHO library B GCN ScreenNCBI Gene Expression OmnibusGSE134917

How the deposited data were processed for this re-analysis (not part of the article)

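The screen measured guide abundance by sequencing in CHO cells with CHOP::GFP and XBP1::mCherry reporters, transduced with a guide library in duplicate pools. There were 16 libraries: the starting library, freshly infected cells, and pools A and B of untreated unsorted, histidinol-treated unsorted and histidinol-treated dull cells in round 1 and of histidinol-treated unsorted, medium-dull, dull and dullest cells in round 2. The gate percentages of 24, 11 and 4.6 were assigned to medium-dull, dull and dullest by the order of these names. The labels use medium dull for more than a single gate, so the medium-dull libraries were taken from the sample descriptions and the dull libraries took their place in an alternative. The descriptions call both dull and both dullest libraries of round 2 replicate B, so their pools rest on the titles, as do the pool block and the values given for pool A or B.

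The authors counted reads with MAGeCK, whose version and normalization option the paper's text does not name. The signal values were made by the authors, as deposited, by dividing the reads of each guide by a size factor per library, so the files do not hold raw counts. All values were checked to be whole multiples of a step per library within 0.006, from which 1667805 to 16553262 reads per library were recovered. PCR reads without molecular identifiers are not independent molecules, so read depth limits counting error only.

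The test chosen before the data were examined was the edgeR quasi-likelihood test on counts with robust fitting, and edgeR without robust fitting was an alternative. As the files hold a scaled signal, the reported test is limma with a trended and robust variance on log2 values scaled by TMM with a pseudocount of 1, over guides with a mean value of at least 10, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. This choice followed from the unit and was made after the files had been read, and robust edgeR, listed among the alternatives from then on, is given beside it. The 4 dullest and medium-dull libraries were compared with the 2 unsorted libraries of round 2. These 4 come from the duplicate pools A and B, so they are not 4 independent replicates, and the reported test had no term for the pool. Further comparisons were each gate of round 2 and the dull cells of round 1 with the unsorted cells of the same round, the dullest with the medium-dull cells, and histidinol-treated with untreated unsorted cells. The ratio of unsorted cells to the starting library was computed from TMM-scaled values with the same pseudocount and has no test.

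Guides were named by the rule that their 20 bases are identical to a guide oligonucleotide of Supplementary file 1, and 6 of 9 oligonucleotides matched. The files do not pair the other 19500 guides with genes. Gene-level tests, gene lists such as initiation factors and ribosomal proteins, non-targeting controls and positions along Rplp0 were therefore not analysed here.

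Alternatives were DESeq2 size factors, total scaling, the DESeq2 Wald test, the edgeR test without robust fitting, other filters, other choices of gate and control, a block for the pool, a fit of all cell libraries together, other pseudocounts, and leaving out each library in turn. The sorted libraries of pool A or B alone and a subtracted floor were added after the data had been seen, as was robust edgeR as an alternative, when limma took its place. The floor of a guide is the mean of the 6 median percents (0.159%) at which low guides appear in the sorted libraries of round 2, times its sum over the other paired libraries.

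The fits were tested on simulated data with a single dispersion for each group, such as 1.703 for the dullest and medium-dull and 0.0307 for the unsorted libraries. With 100 guides raised 256-fold in the dullest and medium-dull libraries, limma recovered 18% and edgeR 0%, and with 16-fold both recovered 0%. Between the dullest and medium-dull libraries limma recovered 39% at 256-fold and 0% at 16-fold and edgeR 0% at both, and between histidinol-treated and untreated unsorted libraries limma recovered 82% at 4-fold and 7% at 2-fold and edgeR 78% and 3%. In round 1 neither tool recovered any guide at 16-fold or 256-fold, which is a count of 0 of 100.

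The work used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.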

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

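The tests below of the low guides in the sorted libraries and of Eif2ak4 g6 in unsorted cells were chosen after the result was seen, as were all bounds used to pick guides, which were not varied; the tests of guides enriched in pool A or pool B alone were set before.

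A signal appeared in the first sort, whose guides the paper does not report on, and in the 11% gate of round 2, which the paper may have averaged, since its labels use medium dull for this gate too. In the dull cells of round 1, Eif2ak4 g6 had a log2 fold change of 4.59 over unsorted cells and Rplp0 g6 of 5.70, among 39 guides past the adjusted threshold by limma (30 by edgeR). That count was 0 without either unsorted library, 5560 without the dull library A and 5744 without the dull library B. In the 11% gate of round 2, Eif2ak4 g6 had a log2 fold change of 11.87, Rplp0 g2 of 8.04, Rplp0 g6 of 10.20, Rplp1 g3 of 7.72 and Rplp1 g6 of 6.64. These 5 were picked at an unadjusted p under 0.05 and miss the adjusted threshold (adjusted p from 0.0599 to 0.0610 by limma), and 0 guides passed there by limma, with 834 at an unadjusted p under 0.05 and 169 by edgeR.

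Guides that were low in all sorted libraries of round 2 stood at a median of 1.04% (pool B) or 1.12% (pool A) of their unsorted abundance there, which is a median of 0.159% of their sum over the 14 paired libraries (0.147 to 0.166% over 6 libraries). Guides abundant in pool A alone were higher in the sorted libraries of pool B than guides of like unsorted abundance that were low in both pools, by a ratio of 6.24 (95% bootstrap interval 5.53 to 6.72, n = 29), and the ratio with the pools exchanged was 6.91 (5.70 to 8.00, n = 5). These ratios alone cannot show that a share of the reads was assigned to the wrong library, which stays a candidate explanation. Material carried over before sequencing, or cells of those guides passing the gate in the other pool too, could give such ratios as well. Neither was tested. The share of unsorted abundance kept by low guides in the dullest, dull and medium-dull libraries was 1.18, 1.16 and 1.19% in pool A and 1.17, 1.24 and 1.33% in pool B, which is 1.01 times as high in the medium-dull as in the dullest library of pool A and 1.14 times in pool B. Unselected cells passing each gate in proportion to its width cannot be told apart from a floor with these values, since every library is scaled to a near equal total and such cells need not raise this share.

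Many guides were enriched in pool A or in pool B alone: 197 were at least 8-fold above the unsorted cells in the dullest and medium-dull libraries of pool A, 151 in those of pool B, and 16 in both, where chance gives 1.73. Of the 146 guides so enriched in pool A and below their unsorted abundance in the same gates of pool B, 99.3% were higher in the first sort of pool A (95% interval 96.2 to 99.9), against 69.0% of other guides, and of the 80 so enriched in pool B and below in pool A, 100.0% were higher in the first sort of pool B (95.4 to 100.0), against 30.1% of other guides. Their median log2 difference between the unsorted cells of the pools in round 1 was 0.012 (-0.056 to 0.113) and 0.051 (-0.100 to 0.117), which argues against a difference present before sorting. Few cells per guide carried through the first sort may be the source. The sorted cells of round 2 came through that sort, so these percents cannot tell this source from another. No biological explanation was tested.

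Eif2ak4 g6 stood at 8.83 to 10.9 times its starting value in the 6 unsorted libraries. These values are 0.173 to 0.213% of its sum over the 14 paired libraries, and the highest is 1.39 times the median percent (0.153%, with 0.136 to 0.190% from the 5th to the 95th percentile, n = 47) at which abundant guides of either pool appear in the other, taken from the lowest of 3 libraries and so biased low. Reads assigned to the wrong library could account for much of the rise. With a floor of 0.159% taken off the ratio was 0.727 to 2.79, and with 0.136%, the low end for abundant guides of either pool, it reached 3.97. With 0.190%, the high end, the ratio was 1.185 in the untreated library A of round 1 and -0.876 to -0.027 in the other unsorted libraries. Faster growth of these cells cannot be told apart from no growth here, since the spread of the floor spans a ratio of 2 (the first bound considered; looser bounds were considered after the values were seen and not used), and growth of up to 3.97-fold at that low end stays open.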

How the results depend on the processing

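Pool A or B alone and the floor taken off were chosen after the data were seen, and robust edgeR, the test of the design, became an alternative then. The log2 fold changes of the 5 tested named guides were above 0 in every alternative run, from 5.07 to 11.88 for Eif2ak4 g6, 4.89 to 10.88 for Rplp0 g6, 2.78 to 8.60 for Rplp1 g3, 1.94 to 7.74 for Rplp1 g6 and 0.43 to 9.05 for Rplp0 g2, but their side of the threshold was not stable: Eif2ak4 g6 passed in 19 of 27, Rplp0 g6 in 19 of 26, Rplp1 g3 in 18 of 27, Rplp1 g6 in 7 of 27 and Rplp0 g2 in 5 of 27. The counts depended strongly on the setting, and the cause was not tested. Against 115 enriched and 6377 depleted guides, limma with DESeq2 size factors gave 0 and 0 (1011 and 1618 at an unadjusted p under 0.05), total scaling 26 and 10614, the DESeq2 Wald test 3450 and 3267, the dull gate in place of medium-dull 0 and 0 (532 and 5102 unadjusted), and the dullest gate alone 0 and 0 (401 and 3672 unadjusted). The enriched count was 188 with robust edgeR, 219 with edgeR not robust, 175 with all 3 gates, 216 with the medium-dull gate alone, 202 with all cell libraries in a joint fit, 1764 with pool A alone and 751 with pool B alone, where 33 were depleted. Summing the gates of a pool left 2527 depleted. Leaving out a library gave 0 to 224 enriched and 0 to 6943 depleted.

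With the pool as a block for the pairing of libraries, limma gave 374 enriched and 6768 depleted guides. The enriched counts with this block were 12 in the dull cells of round 1, 295 in the dullest, 3 in the dull and 259 in the medium-dull gate. With it 2 guides passed between the dullest and medium-dull gates and 0 for histidinol without sorting (1026 unadjusted). Without the block, edgeR and the DESeq2 Wald test also gave 0 for histidinol without sorting. The difference between pools A and B was shared by the first sort and the medium-dull gate (r = 0.670 across guides) but not by the unsorted libraries of round 2 and any other pair (-0.018 to 0.024).

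Round 1 gave 0 enriched guides by limma with DESeq2 size factors (333 unadjusted, 30 by edgeR) and 3626 by the DESeq2 Wald test, against 39. By edgeR the dullest gate had 301 and the dull gate 169, against 0 by limma, and the DESeq2 Wald test gave 263 between the dullest and medium-dull gates against 0 by limma and by edgeR (89 and 380 unadjusted). Leaving out a library gave 0 to 5744 in round 1, 0 to 5963 in the dullest, 0 to 5566 in the dull and 0 to 5940 in the medium-dull gate, 0 to 342 between gates and 0 to 2 for histidinol; a lone library is assumed to vary like the others. The cause was not tested.

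Guides at or below a log2 ratio of -2 to the starting library numbered 2156, and 1382 with the unsorted histidinol-treated cells of round 1 and 719 with freshly infected cells. Rplp1 g6 turned to 0.11 in freshly infected cells and Eif2ak4 g6 to -0.20 with the floor taken off; the cause of the first was not tested. Gene-level, gene-list, non-targeting and Rplp0-position alternatives were not run, as the files do not pair guides with genes. No comparison had 3 libraries in each group, so other splits of the libraries were not counted.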

Differences from the paper's values

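The paper's values compared here were the number of guides (19305 in the paper, 19506 here) and the numbers of libraries averaged. None differs by more than 1.5 times. The numbers of libraries (4 sorted and 2 unselected) were taken from the paper's design, so they could not differ. No enrichment or depletion value of the paper was compared.

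For Rplp0, the legend of Figure 1E states that enrichment in the dull cells was limited to guides that unselected cells had retained. Rplp0 g2 had a log2 ratio of -3.65 to the starting library in the unsorted cells of round 2 (-1.60 in untreated cells of round 1 and -0.04 in freshly infected cells) and a mean in the dullest and medium-dull cells 9.80-fold that in the unsorted cells. This ratio was 2.94 without the dullest library B, and the medium-dull libraries A and B, at 16.6 and 3.91 normalized reads, lay below the unsorted mean of 40.8. Its enrichment did not pass the test by limma (adjusted p = 0.199, range 5.41e-05 to 0.733 over its alternatives). It passed with the DESeq2 Wald test (5.41e-05), with the gates of a pool summed (0.0473), with the pool as a block (0.0129) and with all cell libraries in a joint fit (0.0373), which were set before the data were examined, and with robust edgeR (0.0499), the test of the design that became an alternative after the values were seen. It passed in 5 of 27 alternatives and missed in the others. Among those set before, it missed with edgeR not robust (0.0614) and, by limma, with total scaling (0.729) and DESeq2 size factors (0.336). By limma it also missed with the medium-dull gate alone (0.733), the dullest gate alone (0.187), all 3 gates (0.100) and round 1 controls (0.4765). Leaving out any dullest or medium-dull library gave 0.0539 to 0.425 by limma. With the floor taken off, chosen after the values were seen, it missed too (0.588). The pool block assumes that the unsorted libraries of round 2 pair with the sorted ones. Across guides, their difference between A and B did not follow that of the medium-dull (r = 0.001) or the dullest libraries (r = 0.003). The call with the block is limited by this. Rplp0 g6 had a ratio of -1.03 as deposited (-0.37 in untreated cells of round 1 and -0.52 in freshly infected cells). With the floor taken off, chosen after the values were seen, its ratio in the unsorted cells of round 2 was -2.10. Its adjusted p was 0.0104 from limma, so in round 2 whether it goes with the statement depends on the floor. Rplp0 5R g3 goes with it, with a ratio of -3.59 and values of 0 in the dullest and medium-dull libraries.

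The text names Rplp1 guides as enriched in the dull cells. Rplp1 g6 missed the threshold by limma (adjusted p = 0.0577, range 4.19e-06 to 0.376 over its alternatives), and passed with the DESeq2 Wald test (4.19e-06), with all 3 gates (0.0237), with the gates of a pool summed (0.0473), with the pool as a block (0.0167), with all cell libraries in a joint fit (0.0193) and without the dullest library A (0.0355), and, chosen after the values were seen, with pool A alone (0.0240). Its call with the pool block has the same limit as that of Rplp0 g2. Rplp1 g3 passed by limma (adjusted p = 0.0248, range 1.41e-07 to 0.336 over its alternatives), and missed in 9 of 27: with robust edgeR (0.0967), edgeR not robust (0.102), total scaling (0.144), DESeq2 size factors (0.336), the dull gate in place of medium-dull (0.0849) and the dullest gate alone (0.187), and without the medium-dull library A (0.167) or the unsorted library A (0.257) or B (0.263).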

Other observations

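The tests of the unsorted libraries of round 2 and of neighbouring guide numbers were chosen after the result was seen.

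The paper does not report on guides in histidinol-treated against untreated unsorted cells of round 1. Eif2ak4 g6 had 2409.4 ± 200.5 normalized reads (SD, n = 2) in untreated and 2150.2 ± 2.3 in histidinol-treated cells, a log2 difference of -0.17. The log2 difference was -0.10 for Rplp0 g2, -0.21 for Rplp0 g6, -0.33 for Rplp1 g3 and 0.19 for Rplp1 g6, and none of these 5 guides passed. By limma 0 of 18827 guides passed, with 257 at an unadjusted p under 0.05 and 0 by edgeR and by the DESeq2 Wald test. The limma count was 2 without the untreated library B.

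The unsorted libraries A and B of round 2 serve as the controls of the main comparison. Of 547 guides at least 2-fold apart between pools A and B in both unsorted pairs of round 1, 81.2% lay on the side of pool A in the unsorted library B of round 2 (95% interval 77.7 to 84.2) and 81.0% in library A (77.5 to 84.1). The hypothesis was that library B was labelled with, or grown from, the other pool. Its bound of 80% was written after correlations had been seen. The interval of library B spans this bound, so the test against it is undecided. Library B still lay as far on the side of pool A as library A did. For these 547 guides this argues against library B being an ordinary library of pool B. Library B had r = 0.944 with the histidinol-treated unsorted library A of round 1 and r = 0.892 with library B. If these controls were not independent pools, their spread could be too small. With the unsorted histidinol-treated libraries of round 1 as controls (r = 0.921 between A and B), limma gave 90 enriched and 6568 depleted guides, and the adjusted p was 0.0124 for Eif2ak4 g6, 0.0131 for Rplp0 g6 and 0.0234 for Rplp1 g3, while Rplp0 g2 (0.476) and Rplp1 g6 (0.0524) did not pass.

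Guides with neighbouring numbers had like ratios to the starting library, with r = 0.453 across guides 1 number apart, 0.201 at 6 apart and -0.009 at 1000 apart. The mean at 6 to 12 apart was 42.8% of that at 1 apart, as blocks of about 6 numbers that share a target may give. The matched Rplp0 and Rplp1 guides lie among such neighbours, but no guide was named from its number.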
